# m6A methylation regulates hypoxia-induced pancreatic cancer glycolytic metabolism through ALKBH5-HDAC4-HIF1α positive feedback loop

**DOI:** 10.1038/s41388-023-02704-8

**Published:** 2023-05-06

**Authors:** Xiaoyan Liu, Maoxiao Feng, Xiaodong Hao, Zihan Gao, Zhaoxin Wu, Yuli Wang, Lutao Du, Chuanxin Wang

**Keywords:** Cancer metabolism, Oncogenes

## Abstract

Pancreatic cancer (PC) is the most hypoxic cancer type among solid tumors. The dynamic changes of RNA N6-methyl-adenosine (m6A) contribute to tumor cells adaption to hypoxic microenvironmental. However, the regulatory mechanisms of hypoxia response in PC remains elusive. Here, we reported that the m6A demethylase ALKBH5 mediated a decrease of total mRNA m6A modification during hypoxia. Subsequently, methylated RNA immunoprecipitation sequencing (MeRIP-seq) combined with RNA sequencing (RNA-seq) revealed transcriptome-wide gene expression alteration and identified histone deacetylase type 4 (HDAC4) as a key target gene of m6A modification under hypoxic conditionds. Mechanistically, m6A methylation recognized by m6A reader-YTHDF2 enhanced the stability *of HDAC4*, and then promoted glycolytic metabolism and migration of PC cells. Our assays also demonstrated that hypoxia-induced HDAC4 enhanced HIF1a protein stability, and overexpressed HIF1a promoted transcription of ALKBH5 in hypoxic pancreatic cancer cells. Together, these results found a ALKBH5/HDAC4/HIF1α positive feedback loop for cellular response to hypoxia in pancreatic cancer. Our studies uncover the crosstalk between histone acetylation and RNA methylation modification on layer of epigenetic regulation.

## Introduction

Pancreatic cancer (PC) is the malignant tumor with the highest mortality rate among gastrointestinal tumors. It is characterized by insignificant initial symptoms, rapid deterioration, low surgical resection rate, and poor overall prognosis [1, 2]. At present, chemotherapy followed by surgical resection is a curative treatment for PC [3]. However, most patients are already at an advanced stage at the time of diagnosis, and only 15–25% patients are suitable for surgical resection [4]. Due to early metastasis and resistance to multiple chemotherapeutics, the 5-year survival rate of PC patients is only 8% even after receiving surgical resection [5]. Malignant metastasis of cancer cells is an early process in the development of pancreatic cancer and an independent factor leading to poor prognosis [6]. Therefore, it is essential to explore the genetic or epigenetic factors that lead to the development of pancreatic cancer and discover additional therapeutic targets and biomarkers to improve patient survival.

Compared with most solid tumors, PC is recognized as lowest level of oxygen [7]. The rapid proliferation of tumor cells causes an imbalance of oxygen consumption and oxygen supply in cells, resulting in an oxygen content of less than 2% in the tumor area, which forms a hypoxic microenvironment [8]. Under hypoxia, glycolytic switch occurs and tumor cells exhibit a more aggressive phenotype to cope with hypoxic environment [9–11]. Hypoxia-inducible factor-1α (HIF1α) is critical in hypoxic adaptation by promoting the transcription of glycolytic regulatory genes in cancer cells [12]. However, the role of the hypoxic microenvironment in PC development is complicated and requires further investigation.

A recent study showed that hypoxia resulted in m6A epigenetic remodeling in tumor cells [13, 14]. Conversely, the dynamic changes of RNA N6-methyl-adenosine (m6A) modification during cancer progression contribute to quick adaption to microenvironmental changes [15]. In mammalian cells, m6A modification is reversible regulated by m6A methyltransferases (METTL3, METTL14, WTAP and RBM15) and m6A demethylases (FTO and ALKBH5) [16, 17]. Additionally, the m6A modification site of mRNA can be recognized by specific RNA-binding proteins (YTHDF1/2/3, IGF2BP1/2/3, etc.), which then influence RNA function, thus conferring specific phenotypic outcomes [18, 19]. As the most abundant RNA modification in eukaryotes, m6A modification affects gene expression regulation and disease progression through regulation of RNA stability, nuclear localization, mRNA shearing, miRNA processing, and mRNA translation [20, 21]. m6A modification reveals a new disease mechanism, however, little is known about the biological significance of m6A modification under hypoxia and its underlying regulatory mechanisms in pancreatic cancer.

In the present study, we revealed a significant decrease of m6A levels in pancreatic cancer cells under hypoxia. Decreased m6A methylation promoted glycolytic metabolism and metastasis depended on ALKBH5 in hypoxic PC cells. Mechanistically, m6A methylation was recognized by YTH N6-methyladenosine RNA binding protein 2 (YTHDF2), and then enhanced the mRNA stability of histone deacetylase type 4 (HDAC4), a histone deacetylase belonging to class II of the histone deacetylase family. Interestingly, recent studies have found that HDAC4 regulates the lysine acetylation of HIF1α protein and enhances HIF1α stability in cervical cancer [22]. ALKBH5 is a nuclear 2-oxoglutarate dependent oxygenase and is a direct target of HIF1a [23]. In this study, we demonstrated that hypoxia-induced HDAC4 enhanced HIF1a protein stability through post-translational deacetylation. In addition, overexpressing HIF1a promoted the transcription of ALKBH5 in hypoxic pancreatic cancer cells. Therefore, ALKBH5, HDAC4 and HIF1α form a positive feedback loop in PC cells under hypoxic conditions and contribute to pancreatic cancer progression.

## Results

### m6A methylation was decreased in hypoxic pancreatic cancer cells

To investigate the effects of hypoxia on m6A methylation in pancreatic cancer, we first examined the global m6A level in hypoxic cells relative to normoxic cells. A significant decrease in m6A modification of cellular mRNAs was observed under hypoxic conditions (Fig. 1A and Supplementary Fig. 1A, B). As m6A modification is installed by methyltransferases called “writer” and erased by demethylases called “eraser”, we further measured the expression levels of those m6A methylation-related enzymes in hypoxic PC cells. Notably, the transcriptional and protein levels of m6A “eraser”, ALKBH5, was obviously increased in both PANC-1 and MIA PaCa-2 cells which were exposed to hypoxia (48 h), while the opposite trend was observed for m6A “writers” including METTL3 and WTAP (Fig. 1B, C). Other main “writer” RBM15, METTL14 and “eraser” FTO were not affected. Moreover, based on the statistical analysis of transcript levels in Fig B, we found that ALKBH5 was the highest m6A modification regulatory gene under hypoxia conditions. Consistent with the in vitro findings, hypoxic areas of tumor tissue showed relatively high ALKBH5 expression in the xenograft mouse model (Fig. 1D). We then established the ALKBH5 knockdown cell lines via adenovirus infection in PANC-1 and MIA PaCa-2 cells (Supplementary Fig. 1C, D). m6A dot blot assay also confirmed that the total m6A level of mRNA was increased after interfering the expression of ALKBH5 in PANC-1 and MIA PaCa-2 cells (Supplementary Fig. 1E). We further cultured PANC-1 and MIA PaCa-2 cell lines in 1% oxygen for 48 h, m6A dot blot analysis showed that the total m6A level of mRNA was partially rescued in ALKBH5 knockdown cell lines (Fig. 1E). These results suggested that m6A modification was decreased under hypoxia depending on ALKBH5 in pancreatic cancer.

**Fig. 1:**
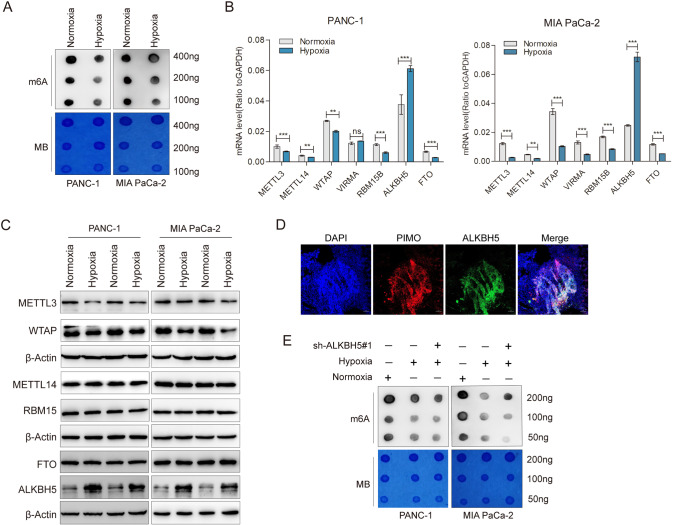
Hypoxia decreased m6A modification depended on ALKBH5 in pancreatic cancer. **A** PANC-1 and MIA PaCa-2 cells were exposed to either 20% or 1% O_2_ for 48 h. mRNA was extracted and m6A levels were determined by dot blot. RNAs were serially diluted and loaded equally with the amount of 400 ng, 200 ng and 100 ng. The intensity of dot immunoblotting (up) represented the level of m6A modification. MB, methylene blue staining (down) as loading control. **B** qRT-PCR assays were performed to analyze the mRNA levels of METTL3, WTAP, METTL14, RBM15, FTO and ALKBH5 in indicated PANC-1 and MIA PaCa-2 cells grown for 48 h under normoxia or hypoxia. **C** PANC-1 and MIA PaCa-2 cells were exposed to either 20% or 1% O_2_ for 48 h. Immunoblots showing the protein levels of METTL3, WTAP, METTL14, RBM15, FTO and ALKBH5. *n* = 3 independent experiments. **D** Immunofluorescence staining of ALKBH5 and pimonidazole (PIMO) in PANC02-derived mouse tumors. Hypoxic tumor areas were marked by PIMO staining. **E** Dot blot assays were used to measure m6A levels in sh-NC and shALKBH5 PC cells exposed to either 20% or 1% O_2_ for 48 h. Error bars indicate means ± SEM, *n* = 3, ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

### m6A modification regulates transcriptome gene expression under hypoxic conditions

To explore the regulatory role of m6A modification in gene expression under hypoxic microenvironment, we performed MeRIP-seq assay to map the m6A sites in PANC-1 cells cultured under 20% or 1% oxygen for 48 h. An average of 9825 and 8921 m6A peaks were identified from normoxic and hypoxic cells (Supplementary Fig. 2A). The m6A peaks with RRACH (R = A/G) motif were mainly enriched in the 3′ UTR region near the stop codon (Fig. 2A and Supplementary Fig. 2B). Although the motif and the pattern of m6A distribution were observed similarly in both cells (Fig. 2B), we found that there were 269 peaks differentially up-regulated and 425 peaks differentially down-regulated between groups in normoxia and hypoxia treatment (Fig. 2C). We then identified the genes covered by m6A peaks using R software package ChIPseeker. In these genes, terms of gene transcription were significantly enriched (Fig. 2D and Supplementary Fig. 2C). Moreover, genes involved in TNF and TGF-β signaling pathway were significantly enriched (Fig. 2E and Supplementary Fig. 2D). These results suggested that m6A modification may regulate gene transcription in response to hypoxic microenvironment.

**Fig. 2:**
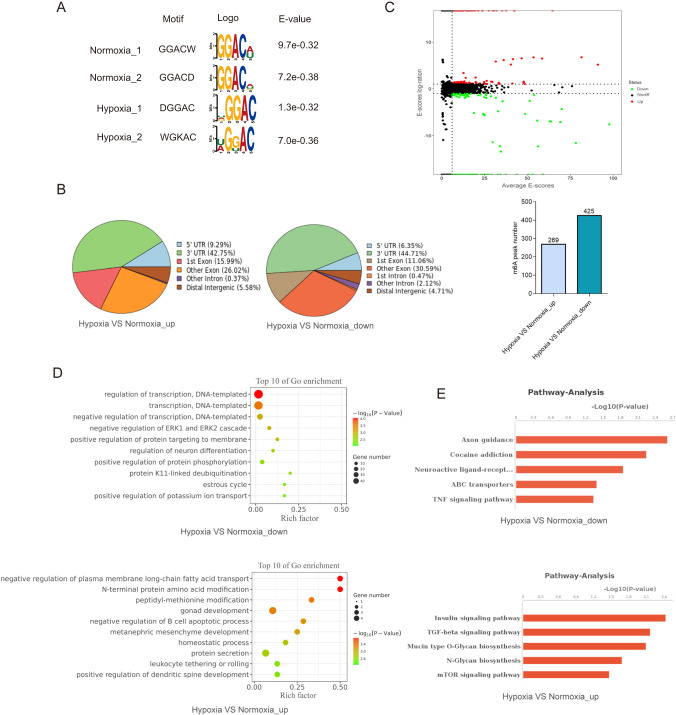
Transcriptome-wide m6A landscape under hypoxic conditions. **A** The top enriched motifs within m6A peaks in PANC-1 cells under either normoxic (20% O_2_) or hypoxic (1% O_2_) conditions. **B** Pie charts showing the m6A peak distribution in different RNA regions (CDS, 5′UTR, 3′UTR and stop codon) in PANC-1 cells under normoxia or hypoxia. **C** MAplot showing the numbers of m6A peaks under hypoxic (1% O_2_) or normoxic (20% O_2_) conditions. **D** GO enrichment map of differentially expressed m6A-containing genes between hypoxic and normoxic PANC-1 cells. **E** KEGG pathway analysis of m6A-hypo or m6A-hyper genes in response to hypoxia (1% O_2_).

To systematically examine the gene expression changes resulting from the changed m6A modification under hypoxia, we combined MeRIP-seq and RNA-seq to compare the transcriptome between normoxic and hypoxic cells. Among m6A-hyper genes, 9 had reduced mRNA levels (called m6A-hyper-down genes) and 8 had increased mRNA levels (called m6A-hyper-up genes) (Fig. 3A-up). Among m6A-hypo genes, 5 had reduced mRNA levels (called m6A-hypo-down genes) and 21 had increased mRNA levels (called m6A-hypo-up genes) (Fig. 3A-down). Next, we reduced the threshold of fold change to include more differential genes. Remarkably, among the m6A-hypo-up genes, terms of cell invasion, hypoxic stress and cell metabolic processes were significantly enriched (Fig. 3B). These results suggested that m6A modification might be involved in hypoxia-regulated cellular metastasis and metabolism.

**Fig. 3:**
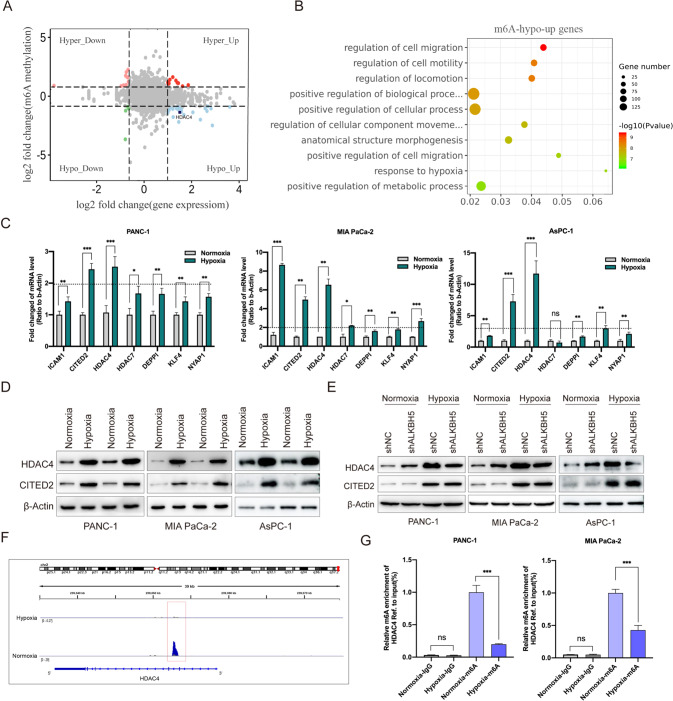
HDAC4 was identified as the candidate target of m6A under hypoxic conditions. **A** The starplot showed the distribution of genes with both differential (up or down) expression (X axis; fold change > 2 or < 0.5, *P* < 0.05) in hypoxic group compared with normoxic group. The blue dots represented up-regulated transcripts with the decreased abundance of m6A under hypoxic conditions, which were selected for the further analysis. **B** KEGG pathway analysis of m6A-hypo-up genes in response to hypoxia. **C** Real-time PCR showing the mRNA expression level of candidate target genes in PANC-1 and MIA PaCa-2 cells cultured under normoxia (20% O_2_) or hypoxia (1% O_2_) for 48 h. Error bars indicate means ± SEM, *n* = 3, ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant. **D** CITED2 and HDAC4 protein levels were measured in PANC-1 and MIA PaCa-2 cells under normoxia or hypoxia for 48 h by western blot. *n* = 3 independent experiments. **E** PANC-1 or MIA PaCa-2 cells were transfected with a shNC or sh-ALKBH5, and incubated under normoxia or hypoxia for 48 h. HDAC4 protein expression level were examined by western blot, with β-actin as the loading control. *n* = 3 independent experiments. **F** Integrative Genomics Viewer (IGV) plots showing methylation levels of representative genes upon oxygen deprivation (1% O_2_, 48 h) (gray indicates input data, blue indicates IP data). **G** Reduction in m6A modification in specific regions of *HDAC4* under hypoxic (1% O_2_) conditions, as assessed by gene-specific m6A-RIP-qPCR assays in PANC-1 and MIA PaCa-2 cells. The value obtained for the control group was set to 1. Error bars indicate means ± SEM, *n* = 3, ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

### Hypoxia-related m6A modification induced glycolysis and metastasis depending on ALKBH5

To further demonstrate that m6A modification was involved in the regulation of hypoxia-induced cell metastasis and metabolism, we cultured ALKBH5-interfering PC cells under hypoxic and normoxic conditions. Transwell assays indicated that hypoxia significantly enhanced the migratory ability of PC cells and knockdown ALKBH5 inhibited PC cell migration under hypoxic conditions, while the opposite trend was observed under normoxic conditions (Supplementary Fig. 3A, B). Hypoxia-induced elevated expression of key glycolysis regulatory genes, such as LDHA, PKM2, AIFM1, HK2, GLUT1, GLUT3, and knockdown ALKBH5 partly rescued the expression of those genes (LDHA, HK2, GLUT1 and GLUT3) under hypoxia (Supplementary Fig. 3C). Similarly, hypoxia increased lactate production (Supplementary Fig. 3D, E) and extracellular acidification rate (ECAR) (Supplementary Fig. 3F, G), and knockdown ALKBH5 partly rescued hypoxia induced glycolysis. While the glycolytic metabolism was not affected after interfering with ALKBH5 in the normoxia (Supplementary Fig. 3D–G). Moreover, we found that impaired ALKBH5 expression inhibited cell proliferation under hypoxic conditions, but promoted cell proliferation under normoxic conditions (Supplementary Fig. 3H). These results further demonstrated that the hypoxia induced m6A reduction was mediated by ALKBH5.

### HDAC4 is a mainly m6A-mediated target gene

Considering the critical role of ALKBH5 in hypoxia-regulated m6A modification, we further associatively analyzed transcripts of m6A-hypo-up and ALKBH5 target genes. 

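RNA-seq libraries were made from PANC-1 cells, a pancreatic ductal cancer cell line, kept under 1% O_2_ for 48 h. The cells carried an shRNA against ALKBH5 (shALKBH5, n = 3) or a control shRNA (shControl, n = 3). ALKBH5, the m6A demethylase targeted by the shRNA, was lower in every shALKBH5 library than in every shControl library. Its level, as counts scaled to library size (CPM), was 151, 168 and 168 in the shControl libraries and 119, 95.5 and 94.9 in the shALKBH5 libraries. The means were 163 ± 9.74 CPM (SD, n = 3 libraries) and 103 ± 13.5 CPM (SD, n = 3 libraries). The log2 fold change was -0.66 (standard error 0.12, adjusted p = 5.8e-04 from edgeR's quasi-likelihood test). The gene lies on chromosome 17 of GRCh38 from 18183078 to 18209954.
The deposited values are raw HTSeq counts per gene symbol, 1 column per library, from libraries prepared with a NEBNext Ultra kit. The submitters' processing notes name Trimmomatic, FastQC, STAR, HTSeq, DESeq2 and the build hg38, without versions or settings. Total counts ranged from 12129106 to 16564509 (median 15589485) in shControl libraries and from 10264686 to 11415020 (median 11128758) in shALKBH5 libraries. Mitochondrially encoded transcripts took 3.06 ± 0.289% (SD, n = 3) of the shControl counts and 2.76 ± 0.318% (SD, n = 3) of the shALKBH5 counts. Cytosolic ribosomal protein transcripts took 3.18 ± 0.241% (SD, n = 3) and 3.76 ± 0.205% (SD, n = 3). All 19932 symbols of the table are in GENCODE 29, which gave the coordinates. Of these genes, 11868 passed edgeR's filter on low counts (minimum count 10). They were tested after TMM scaling, at a Benjamini-Hochberg adjusted p under 0.05. The labels do not say whether the replicates are separate cultures or which shRNA each shALKBH5 library carried.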

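In hypoxic PANC-1 cells, 2295 genes were lower and 2131 were higher after ALKBH5 knockdown (adjusted p under 0.05 from edgeR's quasi-likelihood test). DKK1, a Wnt antagonist, fell from 326 ± 12.5 to 26.6 ± 9.70 CPM (SD, n = 3 each), a log2 fold change of -3.62 (standard error 0.19). CTGF, a matricellular protein, fell from 366 ± 10.1 to 54.0 ± 7.08 CPM (SD, n = 3 each), a log2 fold change of -2.76 (standard error 0.12). THBS1, which encodes thrombospondin, fell from 54.8 ± 4.11 to 8.82 ± 0.649 CPM (SD, n = 3 each), a log2 fold change of -2.63 (standard error 0.14). The other 7 of the 10 largest falls were in genes at 6.25 CPM or less in the controls, namely EGR2, SYNC, IL1RL1, DOK7, SLITRK6, INAVA and ACTRT3. PER1, a component of the circadian clock, rose from 11.8 ± 1.51 to 108 ± 20.2 CPM (SD, n = 3 each), with a log2 fold change of 3.20 (standard error 0.16). NPTX1, a neuronal pentraxin, rose from 4.24 ± 0.544 to 26.9 ± 2.34 CPM (SD, n = 3 each). DBP, a clock output transcription factor, rose from 3.23 ± 1.22 to 19.6 ± 4.69 CPM (SD, n = 3 each). The other 7 of the 10 largest rises were in genes at 0.686 CPM or less in the controls, namely DMBX1, NGFR, AURKC, RNF223, AMT, SERPINA3 and ACKR4.
Of 44 hypoxia and HIF1 target genes tested, 39 were higher and 1 was lower, with the same counts when adjusted over the list alone. Their median log2 fold change was 0.83 (adjusted p = 4.9e-25 from limma's camera, and adjusted p = 0.28 with an estimated correlation). CA9, a carbonic anhydrase, had a log2 fold change of 1.97 (standard error 0.15), and HILPDA, a lipid droplet protein, of 1.63 (standard error 0.10). ANKRD37 had a log2 fold change of 1.79 (standard error 0.14) and FAM162A of 1.28 (standard error 0.10). The gene that was lower was EGLN1, an oxygen-sensing prolyl hydroxylase, at -0.50 (standard error 0.12), named here after its value was seen. Of 24 TGF-beta target genes, 13 were lower and 8 higher, with the same counts when adjusted over the list alone. Their median was -0.35 (camera adjusted p = 1.0e-04, and adjusted p = 0.29 with an estimated correlation). Besides CTGF and THBS1, PMEPA1, a feedback inhibitor of TGF-beta signalling, had a log2 fold change of -1.54 (standard error 0.10). ID1, a BMP target, had 1.34 (standard error 0.10). Of 45 genes of the S and G2/M phases, 16 were lower and 4 higher, with the same counts when adjusted over the list alone. Their median was -0.12 (camera adjusted p = 0.0095, and adjusted p = 0.47 with an estimated correlation). CCNE1, which encodes cyclin E1, had a log2 fold change of -1.84 (standard error 0.16), and PCNA, the DNA polymerase clamp, of -0.95 (standard error 0.11). The MCM helicase genes MCM6 and MCM3 had -0.94 (standard error 0.11) and -0.85 (standard error 0.10).
With library size as the only scaling, which moves the median log2 fold change of all genes by -0.13, 3227 genes were lower and 1462 higher (31.2% of the changed genes, in place of 48.1%). With offsets for GC content and transcript length, chosen after seeing the data, 2894 were lower and 3185 higher (52.4%). Of the TGF-beta targets, 13 were lower and 4 higher with library size only, and of the S and G2/M genes 18 were lower and 2 higher, or 19 and 8 with those offsets. With a limit of 2-fold in addition to the adjusted p, 448 genes were lower and 387 higher.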

The transcripts that belonged to m6A-hypo-up category and were also down-regulated upon ALKBH5 knockdown were selected for following investigations. Combining MeRIP-seq and RNA-seq data, we found 7 candidate target genes with most significant changes, namely DEPPI, KLF4, NYAP1, HDAC4, HDAC7, ICAM1 and CITED2. They were subject to preliminary validation by qPCR in normoxic and hypoxic cells. 

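Of the 7 candidate target genes, CITED2 was lower after ALKBH5 knockdown, DEPP1 and NYAP1 were higher, and KLF4, HDAC4, HDAC7 and ICAM1 did not pass the test. When adjusted over the list alone, 1 was lower and 2 were higher. The paper selected these genes for lower expression upon ALKBH5 knockdown without naming the libraries; where these were used, that count is not independent evidence. CITED2, a transcriptional coregulator on chromosome 6 from 139371807 to 139374620, fell from 324 ± 15.4 CPM in shControl to 221 ± 0.716 CPM in shALKBH5 cells (SD, n = 3 each). Its log2 fold change was -0.55 (standard error 0.10, adjusted p = 5.7e-04 from edgeR's quasi-likelihood test). HDAC4, a class IIa histone deacetylase on chromosome 2 from 239048168 to 239401654, had 42.6, 45.9 and 45.8 CPM in the shControl libraries and 42.5, 31.8 and 38.6 CPM in the shALKBH5 libraries. Its means were 44.7 ± 1.85 and 37.6 ± 5.42 CPM (SD, n = 3 each), and the log2 fold change was -0.25 (standard error 0.13, adjusted p = 0.14 from edgeR's test). HDAC7, of the same class, on chromosome 12 from 47782722 to 47833132, had 103 ± 5.85 and 102 ± 8.86 CPM (SD, n = 3 each). Its log2 fold change was -0.01 (standard error 0.11, adjusted p = 0.96 from edgeR).
DEPP1, printed as DEPPI in the paper, a FOXO target gene on chromosome 10 from 44970981 to 44978810, rose from 294 ± 40.1 to 368 ± 7.90 CPM (SD, n = 3 each). The log2 fold change was 0.32 (standard error 0.11, adjusted p = 0.033 from edgeR). NYAP1, an adaptor of PI3K signalling on chromosome 7 from 100483927 to 100494799, rose from 8.21 ± 2.64 to 16.5 ± 2.91 CPM (SD, n = 3 each). This was a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.0021 from edgeR). KLF4, a zinc finger transcription factor on chromosome 9 from 107484852 to 107490482, was at 22.3 ± 1.55 and 20.0 ± 0.588 CPM (SD, n = 3 each), a log2 fold change of -0.15 (standard error 0.13, adjusted p = 0.37 from edgeR). ICAM1, an adhesion molecule on chromosome 19 from 10270835 to 10286615, was at 546 ± 104 and 669.6 ± 93.0 CPM (SD, n = 3 each), a log2 fold change of 0.29 (standard error 0.14, adjusted p = 0.11 from edgeR). HDAC4 passed the threshold of edgeR's test with library size as the only scaling (-0.38, adjusted p = 0.028) and with offsets for GC content and transcript length, chosen after seeing the data (-0.23, adjusted p = 0.039), as ICAM1 did with those offsets (0.31, adjusted p = 0.011) and without shControl replicate 2 (0.46, adjusted p = 0.011). Without shALKBH5 replicate 2, HDAC4 was at -0.14 (adjusted p = 0.47 from edgeR). DEPP1 did not pass it with library size only (0.20, adjusted p = 0.14), with the replicate number as a block (0.33, adjusted p = 0.091), without shControl replicate 3 (0.24, adjusted p = 0.18) or without any 1 of the shALKBH5 replicates (0.30 to 0.34, adjusted p = 0.084 to 0.089).
The paper took the transcripts with decreased m6A and increased expression under hypoxia, kept those that were down-regulated upon ALKBH5 knockdown, and states that these genes had the most significant changes. The MeRIP-seq and normoxic samples of that selection are not among these libraries.

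**Figure D1:**
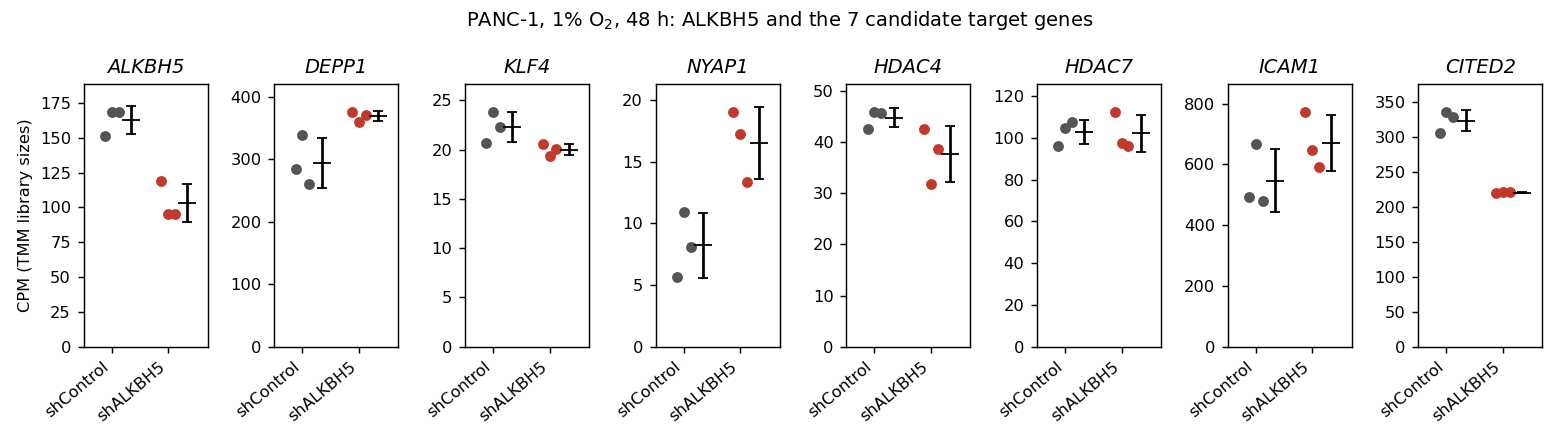
Counts scaled to library size (vertical axes, CPM with TMM library sizes, each from 0) of ALKBH5 and the 7 candidate target genes in shControl (grey) and shALKBH5 (red) PANC-1 cells under 1% O_2_ for 48 h, with points for libraries and bars for the mean ± SD (n = 3). The shALKBH5 libraries lie below all shControl libraries for ALKBH5, KLF4, HDAC4 and CITED2 and above them for DEPP1 and NYAP1, a separation that chance gives in 10% of genes.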

Intriguingly, only HDAC4 and CITED2 were consistently increased under hypoxic condition in all three PC cells (Fig. 3C). Western blot assay further confirmed the increased protein levels of HDAC4 and CITED2 in hypoxic cells (Fig. 3D). Moreover, western blot analysis showed that the protein level of HDAC4, instead of CITED2, was partially rescued in ALKBH5 knockdown cell lines (Fig. 3E). From our MeRIP-seq data, the m6A peak of HDAC4 mRNA on 3’UTR shrank significantly in hypoxia cells (Fig. 3F). Then MeRIP-qPCR assay revealed a decreased m6A level in *HDAC4* (Fig. 3G). Taken together, HDAC4 maybe the key gene involved in hypoxia-induced pancreatic cancer cell metastasis and glycolytic metabolism.

### Decreased m6A modification stabilized HDAC4 mRNA depending on YTHDF2

Since ALKBH5 played a key role in hypoxia-regulated m6A modification, we speculated that hypoxia decreased HDAC4 mRNA m6A modification levels by ALKBH5. To substantiate this hypothesis, we conducted MeRIP-qPCR assays with specific primers aiming at potential m6A sites. The results revealed that hypoxia led to a decreased m6A levels in 3’UTR and knockdown of ALKBH5 could rescue m6A modification of HDAC4 under hypoxia (Fig. 4A). In addition, we established a dual luciferase reporter constructs with HDAC4 3′ UTR wildtype sequence (WT) or mutated m6A sites sequence (Mut) (Fig. 4B). As expected, the luciferase activity of cells transfected with wild-type 3′ UTR of HDAC4 decreased in ALKBH5-silenced cells under hypoxia, instead of the corresponding mutant fragment (Fig. 4C). Considering that the m6A modification regulated the mRNA stability, we then treated PC cells with actinomycin D to investigate whether the m6A modification affected the stability of HDAC4 mRNA. We found that hypoxia induced a slower degradation rate of HDAC4 mRNA, while the opposite effect was indicated on knockdown of ALKBH5 (Fig. 4D).

**Fig. 4:**
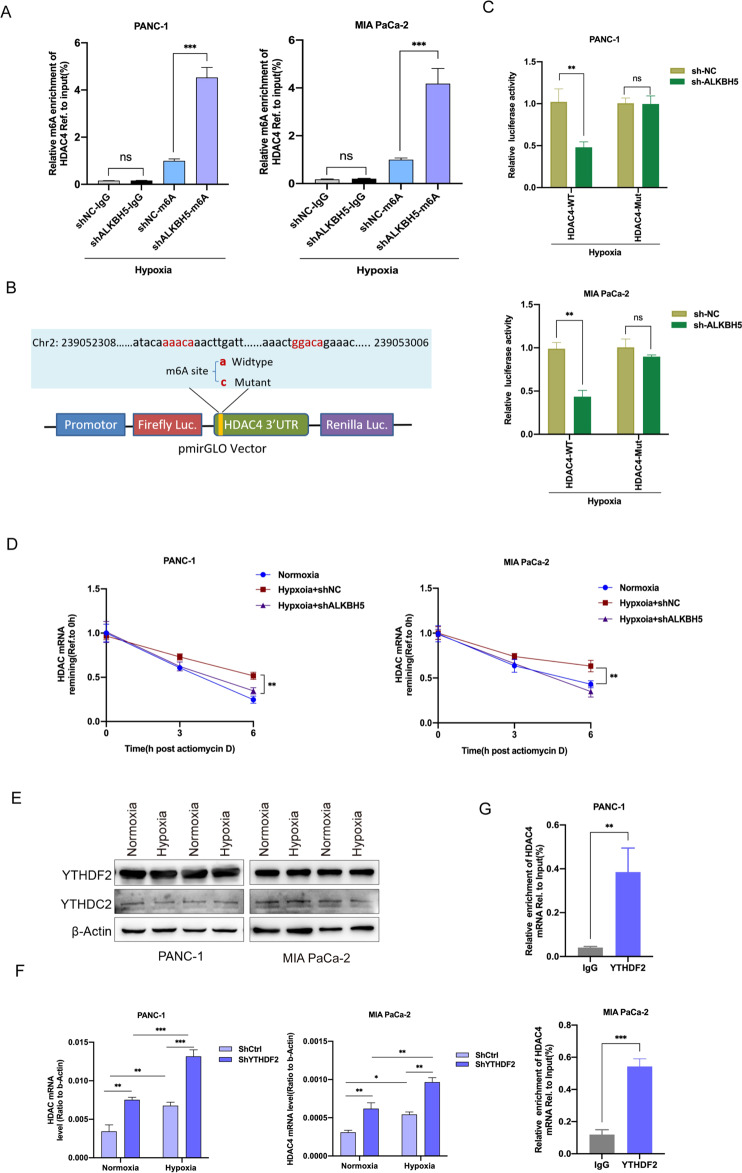
HDAC4 expression was regulated by m6A modification. **A** Reduction in m6A modification in specific regions of *HDAC4* transcripts upon ALKBH5 knockdown in PANC-1 and MIA PaCa-2 cells under hypoxia for 48 h by gene-specific m6A-RIP-qPCR assays. The value obtained for the control group was set to 1. **B** Graphical explanation for construction of luciferase reporters. The wild-type or mutant of m6A motif sequence of HDAC4 3’UTR was inserted into a pcDNA3.1 vector. **C** Dual luciferase reporter assays showing the effect of ALKBH5 on HDAC4 mRNA reporters with either wild-type or mutated m6A sites under hypoxia. **D** The stability of *HDAC4* in ALKBH5 knockdown and its corresponding control PC cells. Cells were treated with actinomycin D (2 µg/mL) at the indicated time points (0, 3 and 6 h) and were detected by qRT-PCR. Error bars are mean ± SEM. (*n* = 3). **E** Western blot showing YTHDF2 and YTHDC1 protein levels in normoxic or hypoxic PC cells. **F** The expression level of HDAC4 in YTHDF2 knockdown and its corresponding control PC cells with or without hypoxia were detected by qRT-PCR. Error bars are mean ± SEM. (*n* = 3). **G** The combination of HDAC4 and YTHDF2 was detected by RIP-qPCR analysis using anti-IgG and anti-YTHDF2 antibodies. Error bars are mean ± SEM. (*n* = 3). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

The regulatory effects of m6A modification need to be conveyed by “reader” proteins, such as YTHDFs (YTHDF1/2/3) and IGF2BPs (IGF2BP1/2/3) [24]. YTHDC1 binds to the m6A site of RNA to promote pre-mRNA splicing and mRNA nuclear export [24, 25]. YTHDC2 reduces mRNA stability while also enhances mRNA translation efficiency [24, 25]. YTHDF1 and YTHDF3 promote mRNA translation by interacting with translation initiation factors [26–28]. YTHDF2 selectively recognizes m6A modification sites of mRNA and promotes degradation of bound transcripts [26, 27, 29]. IGF2BP1, IGF2BP2, and IGF2BP3 mainly contribute to m6A-modified mRNA stabilization and translation [30]. Notedly, among these “readers”, only YTHDF2 expedites the half-life of mRNA, although, even now the functions of YTHDFs are still controversial [31]. In this study, we found the methylation level of HDAC4 mRNA was decreased under hypoxia and the expression of HDAC4 was increased. That is, m6A modification negatively regulates HDAC4 expression. According to the different functions of “reader” proteins, we speculate that YTHDF2 may be involved in the regulation of HDAC4 expression by regulating its mRNA stability. To substantiate this hypothesis, we firstly measured the expression level of YTHDC2 and YTHDF2, and the western blot assay showed, those “readers” were not affected under hypoxic conditions (Fig. 4E). Furthermore, we established YTHDF2-silenced stable cell lines (Supplementary Fig. 4A, B). Transcriptional expression level of HDAC4 were detected using a qRT-PCR assay, we found that HDAC4 mRNA expression levels were significantly increased when YTHDF2 was impaired compared with those in control cells (Fig. 4F). Thereafter, we performed RIP assays with anti-YTHDF2 antibody, as detected, HDAC4 mRNA was significantly enriched in the YTHDF2 antibody pull down sample compared with the IgG control (Fig. 4G). Together, our findings indicated that HDAC4 was governed by m6A modification depending on ALKBH5 and recognized by YTHDF2, which receded its stability under hypoxic conditions.

### HDAC4 is identified as an oncogenic driver in PC

It has been reported that histone deacetylases (HDACs) promote tumour cell migration and the inhibition of HDACs may be a promising antitumour therapy for pancreatic cancer [32, 33]. Emerging evidence also indicates that HDAC4 mediates smoking-induced pancreatic cancer metastasis [34]. In clinical studies, elevated HDAC4 expression was significantly associated with the absence of organ metastases and tumor proliferative capacity in pancreatic adenocarcinoma [35]. These studies suggest that HDAC4 may be implicated in pancreatic malignant disease progression. In this study, we decided to systematically investigate the function of HDAC4 in pancreatic cancer under hypoxia. First, we established HDAC4-overexpression PANC-1 and MIA PaCa-2cell lines, and cultured them in 20 and 1% oxygen for 48 h (Supplementary Fig. 5A, B). We found that HDAC4 overexpression resulted in the significantly increased proliferation rate of PC cells under hypoxia compared to normoxia (Fig. 5A). The migratory assays indicated that HDAC4 overexpression significantly facilitated migratory ability of PC cells in normoxia and hypoxia (Fig. 5B, Supplementary Fig. 5C, D). Besides, HDAC4 overexpression amplified the hypoxia-induced key glycolysis regulatory genes, such as LDHA, HK2, GLUT1 and GLUT3 (Fig. 5C). Moreover, HDAC4 overexpression also increased production of lactate under normoxic and hypoxic conditions (Fig. 5D, E and Supplementary Fig. 5E). The extracellular acidification rate kinetic profiles also demonstrated the increase of glycolytic activity in HDAC4-overexpression PC cells (Fig. 5F, G and Supplementary Fig. 5F). Those data strongly suggest that HDAC4 could maintain hypoxia-induced glycolysis and metastasis in PC cells.

**Fig. 5:**
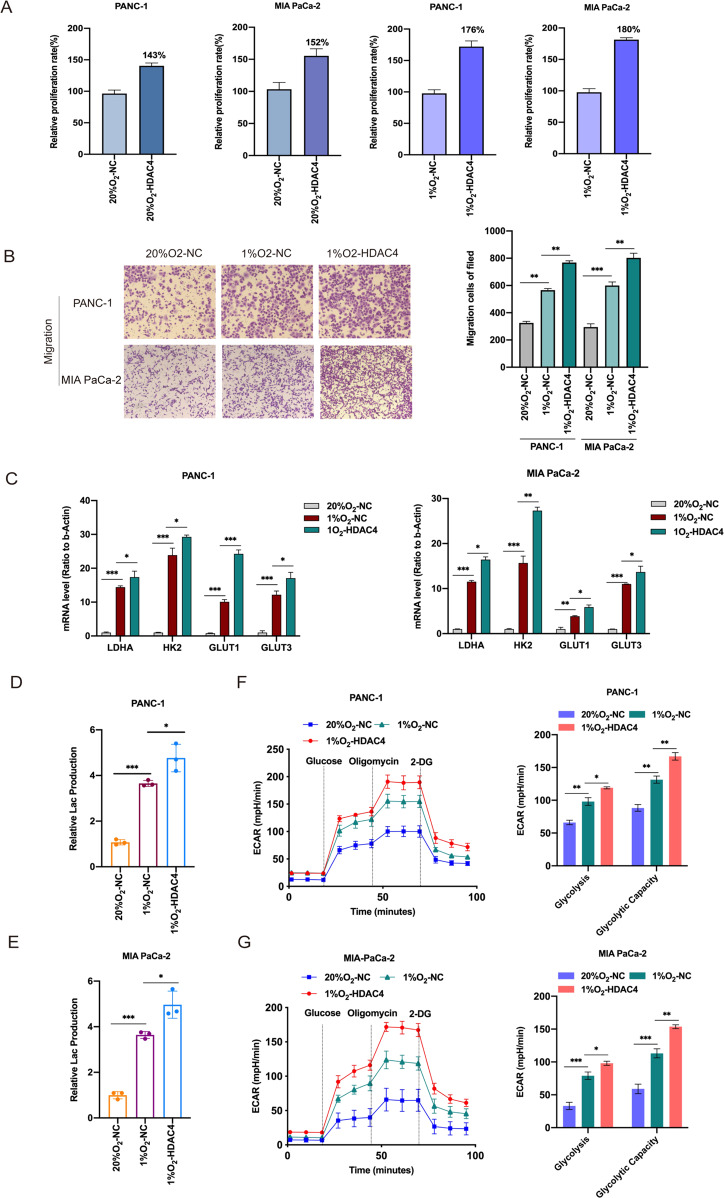
The effects of HDAC4 on PC cell metastasis and glycolysis. **A** PC cells with NC and HDAC4 overexpression were incubated under normoxia or hypoxia. CCK8 assays were used to measure cell growth, and the relative proliferation rates were calculated. **B** Transwell assays were used to investigate the changes in the migratory capability of PC cells after viral transfection with HDAC4, and cells were exposed to 20% O_2_ or 1% O_2_ for 48 h. **C** PANC-1 and MIA PaCa-2 cells with NC and HDAC4 overexpression were cultured under normoxia or hypoxia for 48 h. And the mRNA expression of glycolysis driver genes (LDHA, HK2, GLUT1 and GLUTG3) was detected by qRT-PCR assay. Error bars are mean ± SEM. (*n* = 3). **D**, **E** Lactate production was measured in HDAC4-overexpressing PANC-1 or MIA PaCa-2 cells incubated under normoxia or hypoxia. **F**, **G** The extracellular acidification rate (ECAR) assays were performed to measure the glycolytic metabolism level in HDAC4-overexpressing cells incubated under normoxia or hypoxia. The quantification of glycolysis and glycolytic capacity was summarized from raw data. The metabolic inhibitors were injected sequentially at different time points as indicated. *n* = 3-4 for each treatment group. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

### Hypoxia-induced glycolysis and metastasis were reversed by silenced HDAC4 in a m6A dependent manner

To confirm that the observed phenotypes were mediated by the dysregulation of ALKBH5- HDAC4 axis, we generated PC cells interfered with HDAC4 (Supplementary Fig. 6A, B). As expected, knockdown of HDAC4 significantly abolished the increased mobility ability induced by hypoxia in ALKBH5-overexpressing cells (Fig. 6A and Supplementary Fig. 6C). The Seahorse Extracellular Flux analysis showed hypoxia enhanced glycolytic capacity of ALKBH5-overexpressing cells, which could be reverted by HDAC4 silencing (Fig. 6B, C). HDAC4 silencing also abolished hypoxia-induced mRNA upregulation of key glycolysis regulatory gene in ALKBH5-overexpressing cells (Fig. 6D, E). And analogous results could be verified in ALKBH5-overexpressing cells, which were treated with tasquinimod (an inhibitor targeting HDAC4) under hypoxia (Fig. 6F–H and Supplementary Fig. 6D). These several functional rescue assays suggested that effects of hypoxia were reversed by silenced HDAC4.

**Fig. 6:**
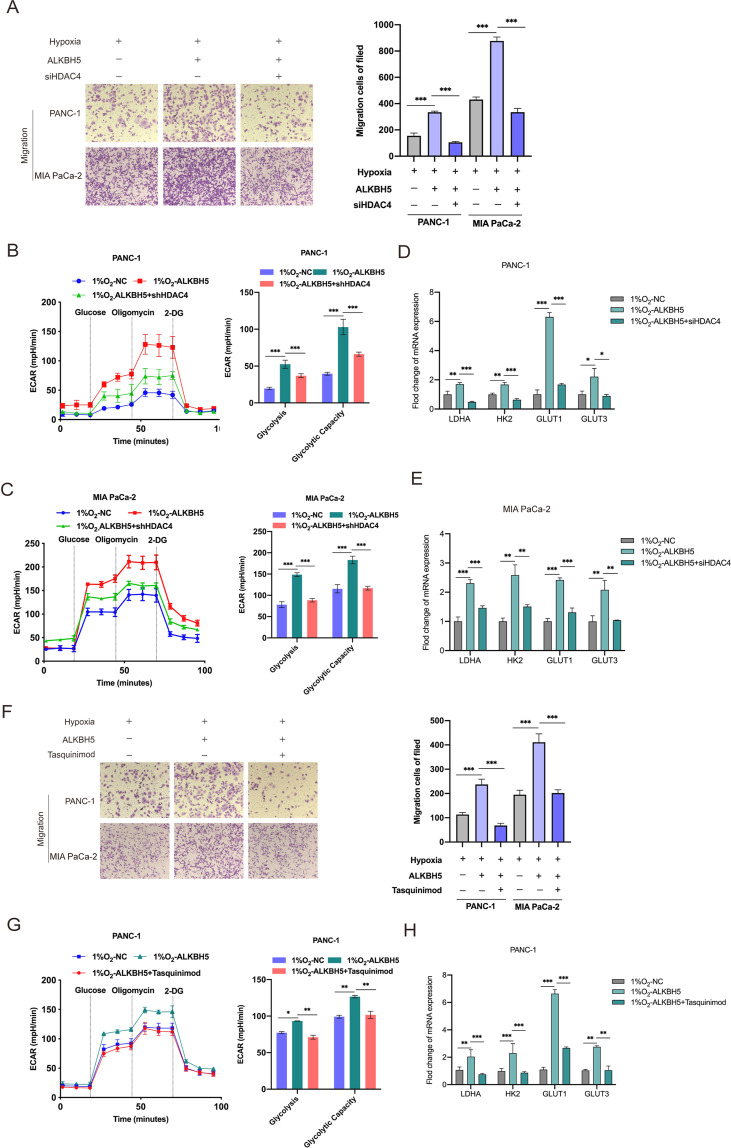
HDAC4 blockade reversed the effects of hypoxia in an m6A dependent manner. **A** ALKBH5-overexpressing PC cells transfected with the shNC or sh-HDAC4 were incubated under hypoxic conditions. Transwell assay was used to investigate the cell migration abilities. **B**, **C** ALKBH5-overexpressing PC cells transfected with the shNC or sh-HDAC4 were cultured under hypoxic conditions. The ECAR was measured to determine the glycolytic metabolism of treatment cells. Glycolytic variations (right) of glycolysis and glycolytic capacity were summarized from raw data. The metabolic inhibitors were injected sequentially at different time points as indicated. *n* = 3-4 for each treatment group. **D**, **E** ALKBH5-overexpressing PC cells transfected with the shNC or sh-HDAC4 were incubated under hypoxic conditions. The expression of a panel of glucose metabolism-related genes was detected by qRT-PCR. Error bars are mean ± SEM. (*n* = 3). **F** ALKBH5-overexpressing PANC-1 and MIA PaCa-2 cells treated with Tasquinimod under hypoxic conditions. The cell migration ability was assessed by Transwell assay. **G** ALKBH5-overexpressing PANC-1 and MIA PaCa-2 cells treated with Tasquinimod under hypoxic conditions. The glycolytic metabolism of treatment cells was measured by Seahorse XF24 system. Glycolytic variations (right) of glycolysis and glycolytic capacity were summarized from raw data. The metabolic inhibitors were injected sequentially at different time points as indicated. *n* = 3-4 for each treatment group. **H** The expression of a panel of glucose metabolism-related genes in PANC-1 and MIA PaCa-2 cells was detected by qRT-PCR. Error bars are mean ± SEM. (*n* = 3). ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

### HDAC4 enhanced the stability of HIF1α in hypoxic pancreatic cancer cells

HDAC4 possesses histone deacetylase activity and represses transcription when tethered to a promoter. Recent studies show that HDAC4-HIF1α axis as is an important signal pathway regulating glycolysis, apoptosis and autophagy in ovarian tumor cells during hypoxic adaptation [9, 36]. HDAC4 inhibits HIF1a ubiquitination and enhances its stability through deacetylation. Congruently, in this study, we aimed to demonstrate whether HDAC4 could enhance the stability of HIF1a in hypoxic pancreatic cancer cells. To confirm the regulatory role of HDAC4 on HIF1α, we treated HDAC4-overexpression PANC-1 and MIA PaCa-2 cell lines with Cobalt (II) chloride (CoCl_2_) to mimic hypoxia condition. Overexpression of HDAC4 significantly delayed HIF1α protein degradation (Fig. 7A). Conversely, knockdown of endogenous HDAC4 facilitated HIF1α protein degradation in hypoxic pancreatic cancer cells (Fig. 7B). We then generated a HIF1α mutant in which the lysine sites affected by HDAC4. The proteasome-specific inhibitor MG132 (10 µM) rescued the HIF1α protein from degradation in HDAC4-knockdown cells. Silenced HDAC4 caused a greater increase in acetylation of the wildtype HIF1α (HIF1α-wt) than in that of the mutant HIF1α (HIF1α-mut) (Fig. 7C). These results suggest that HDAC4 could enhance HIF1α protein stability.

**Fig. 7:**
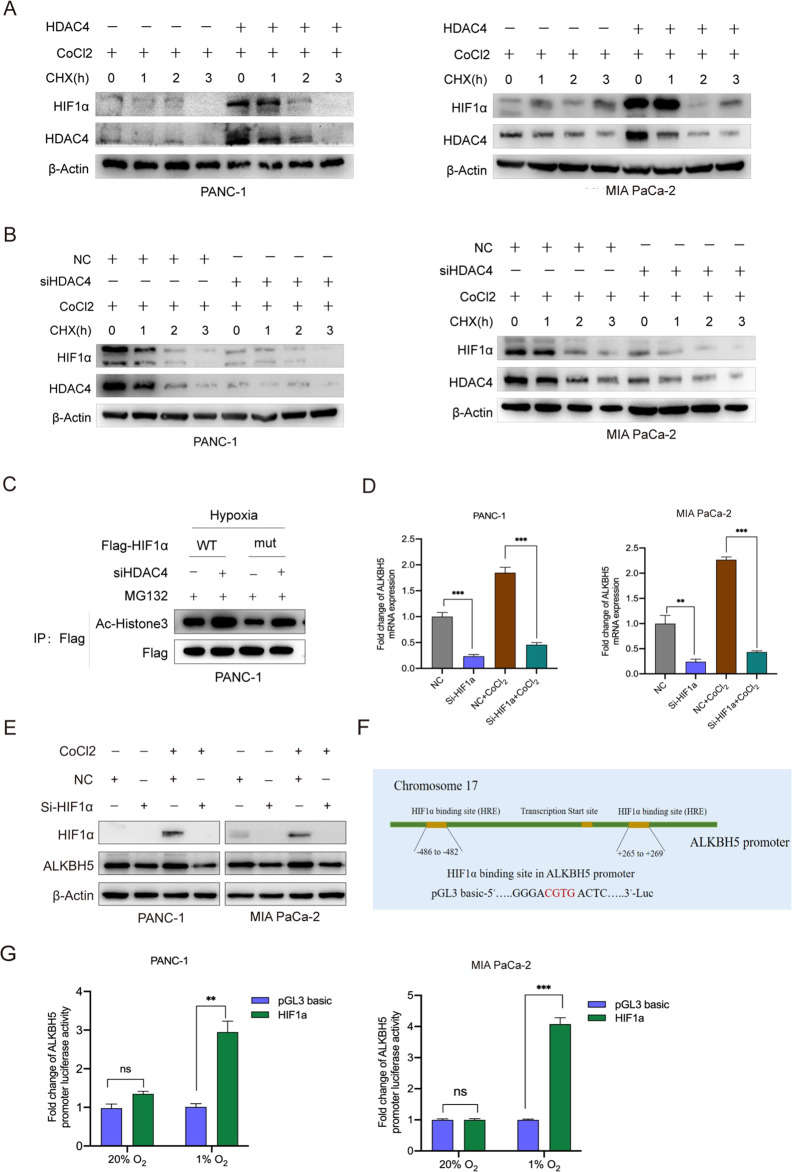
ALKBH5, HDAC4 and HIF1α regulate each other in pancreatic cancer cells. **A**, **B** PANC-1 and MIA PaCa-2 cells with HDAC4 overexpression or HDAC4 knockdown were treated with 200 µM CoCl_2_. Then, the cells were treated with 10 µg/mL cycloheximide (CHX) for the indicated time course (0, 1, 2, 3 h). The protein levels of HIF1α and HDAC4 were analyzed by western blot. **C** PC cells with or without silencing of HDAC4 expression were transfected with a wild-type Flag-HIF-1α (WT) or mutant Flag-HIF-1α (mut) plasmids for 24 h and exposed to hypoxia for 48 h. Then, the cells were treated with 5 μM MG132 for another 6 h. Cell lysates were immunoprecipitated with an anti-Flag antibody, and then immunoblotted for Flag and the acetylation form of HIF1α. **D**, **E** PC cells with HIF1α knockdown (siHIF1α) or control (NC) were treated with or without 200 µM CoCl_2_, and the expression of HDAC4 and HIF1α was detected using qRT-PCR and western blot. **F** Predicted HRE sequences in ALKBH5 promoter by JASPAR and the diagram for constructing for constructing of luciferase reporters. The wild-type or HRE mutant sequence of ALKBH5 promoter was inserted into a pcDNA3.1 vector. **G** Dual luciferase reporter assays showing the effect of HIF1α on ALKBH5 mRNA reporters with either wild-type or mutated HRE sequence under hypoxia. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

### ALKBH5 was transcriptionally induced by HIF1α under hypoxic conditions

It has been reported that ALKBH5 is a nuclear 2-oxoglutarate dependent oxygenase and is a direct target of HIF1α [23, 37]. Recent study suggested that ALKBH5 promoted m6A RNA demethylation depending on HIF1α [38]. We also found that HIF1α knockdown strongly decreased the mRNA and protein levels of ALKBH5 in hypoxic pancreatic cancer cells (Fig. 7D, E). Since HIF1α binds to HRE core sequence (A/G) CGTG of target gene promoters and activates transcription, we created luciferase reporter constructs with ALKBH5 promoter (WT) or HRE sequence mutated (Mut) (Fig. 7F). The luciferase reporter assays determined HIF1α could activate ALKBH5 transcription under hypoxia (Fig. 7G). Collectively, we found that ALKBH5/HDAC4/ HIF1α form a positive feedback loop in PC cells.

### Clinical significance of the ALKBH5/HDAC4/HIF1α axis in PC

The TCGA and GTEx datasets were was used to explore the mRNA levels of ALKBH5, HDAC4 and HIF1α in normal pancreas and PC tissues. Notably, the expression of ALKBH5 or HIF1α was increased in PC tissues, while the expression of HDAC4 was not significantly different between normal and tumor tissues (Fig. 8A). We also analyzed the correlation between the expression levels of ALKBH5, HDAC4 and HIF1α in PC tissues according to TCGA PC dataset. The result showed that ALKBH5 and HDAC4 were positively correlated in pancreatic cancer, while HIF1α was not associated with either ALKBH5 or HDAC4 on the mRNA level (Fig. 8B). Considering that ALKBH5 and HDAC4 affect the protein stability of HIF1a, we further analyzed the immunohistochemical staining of PC pathological sections according to THE HUMAN PROTEIN ATLAS data. We uncovered a significantly increased expression of ALKBH5 and HDAC4 in PC specimens (Fig. 8C). Then, we categorized the tissues specimens into HIF1α-low and HIF1α-high groups and determined their relevance in PC. Statistical analysis showed that HIF1α was positively correlated with ALKBH5 and HDAC4 on protein level (Fig. 8D). In addition, we analyzed the correlation between ALKBH5 expression and hypoxia-induced glycolytic enzymes LDHA, HK2 GLUT1 or GLUT3 using TCGA and GTEx datasets. The mRNA expression levels of ALKBH5 and hypoxia-induced glycolytic enzymes were positively correlated. Similarly, the positive correlation between HDAC4 and hypoxia-induced marker genes was also observed (Fig. 8E). These data further confirmed the relationship between ALKBH5, HDAC4 and HIF1a in PC.

**Fig. 8:**
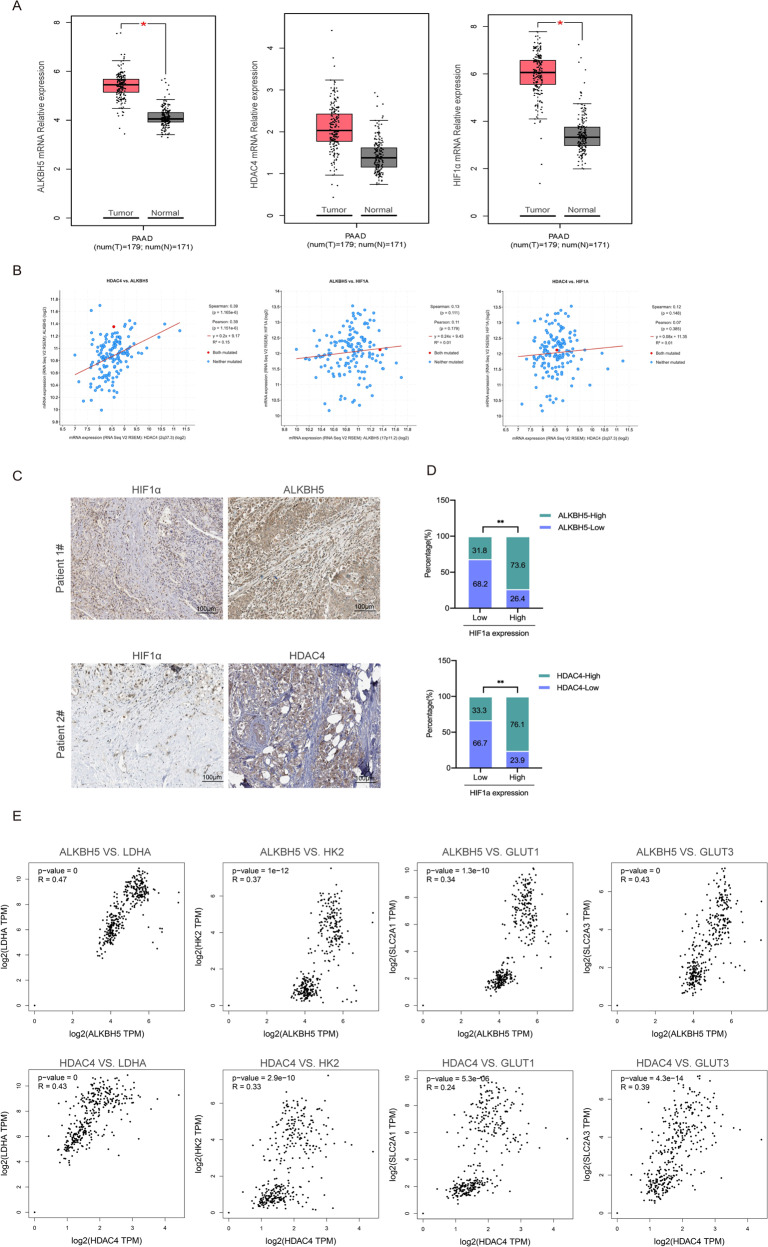
The clinical significance of the ALKBH5/HDAC4/HIF1α axis in pancreatic cancer. **A** The expression levels of ALKBH5, HDAC4 and HIF1α were analyzed in PC (*n* = 179) and normal pancreas tissues (*n* = 171) using TCGA and GTEx data. **B** The expression correlation between ALKBH5, HDAC4 and HIF1α according to TCGA PC dataset. **C** Immunohistology staining of ALKBH5, HDAC4 and HIF1α expression in 22 PC specimens. Two representative cases are shown. **D** The percentages of specimens showing low or high HIF1α expression relative to the levels of ALKBH5 and HDAC4. **E** The mRNA levels of ALKBH5 were positively correlated with hypoxia-induced marker genes GLUT1, GLUT3, HK2 or LDHA according to TCGA and GTEx dataset. Similarly, there were positive correlations between HDAC4 and hypoxia-induced marker genes. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 and ns not significant.

## Discussion

Previous studies have found that different tumor cells have inconsistent changes in m6A modification levels in response to hypoxia. Such as, one study suggested hypoxia stimulated m6A demethylation6 in HeLa and SMMC7721 cells [31], whereas another report showed hypoxia favored m6A labelling in HCC cells [39]. The role of m6A in transcriptome reprogramming during hypoxic response in PC cells are still unclear. In this study, we systematic analyzed the alterations of m6A and its target genes in hypoxic pancreatic cancer cells by the MeRIP-seq. We found that hypoxia reduced m6A modification level of total mRNAs in a ALKBH5 dependent manner. Unexpectedly, our data suggested that ALKBH5 may act as an oncogenic driver to promote cell metastasis in hypoxia instead of serving as a tumor suppressor in normoxia. Nevertheless, the mechanism by which ALKBH5 acts inversely in normoxia and hypoxia is still unclear.

Glycolysis plays a critical role in the regulation of the tumour microenvironment, affecting biological processes such as inflammatory factor secretion, immune evasion and tumor angiogenesis [40–42]. Glycolysis is one of the primary metabolic signatures in cancers and supports the energetic requirements of sustained proliferation and metastasis [43]. Apart from DNA and histone modifications, RNA m6A modification has been recently proposed to be another important layer of epigenetic regulation in energy metabolism regulation [44, 45]. Wang et al. demonstrated that the m6A level is significantly increased due to the upregulation of methyltransferase METTL3 and then increases of glycolysis in gastric cancer [40]. Li et al. revealed that m6A could positively regulate the glycolysis of cancer cells via regulation of pyruvate dehydrogenase kinase 4 (PDK4) [46]. For PC, few studies have focused on the role of m6A modification in regulating glucose metabolism. In the present study, we found that ALKBH5 played a key role in hypoxia-regulated m6A modification. GO and GSEA analysis revealed that deletion of ALKBH5 downregulated the genes enriched in terms reflecting cellular metabolic processes. 

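In the RNA-seq libraries of hypoxic PANC-1 cells, most tested genes of glycolysis and of cholesterol synthesis were higher after ALKBH5 knockdown. Over the 13 metabolic gene lists together, 22 of 333 genes tested were lower (6.61%), against 2273 of 11535 other genes (19.7%). This is an odds ratio of 0.29 (95% confidence interval 0.18 to 0.45, p = 4.8e-11, two-sided Fisher's exact test across genes, which are not independent replicates). Of the same 333 genes, 127 were higher (38.1%), against 2004 of the others (17.4%), an odds ratio of 2.93 (2.32 to 3.70, p = 1.2e-18, the same Fisher's exact test).
Of 27 glycolysis genes, 22 were higher and 0 lower, with the same counts when adjusted over the list alone. Their median log2 fold change was 0.60 (adjusted p = 1.6e-11 from limma's camera, and adjusted p = 0.28 with an estimated correlation). ALDOC, an aldolase, rose from 50.3 ± 10.1 to 232 ± 36.9 CPM (SD, n = 3 each), a log2 fold change of 2.21 (standard error 0.15). GPI, the glucose phosphate isomerase, rose from 712 ± 96.9 to 2076 ± 320.4 CPM (SD, n = 3 each), a log2 fold change of 1.54 (standard error 0.13). ENO2, an enolase, had 1.41 (standard error 0.12), and GAPDH, whose reads may be shared with its many pseudogenes, had 1.13 (standard error 0.13). HK2, a hexokinase, rose from 97.1 ± 9.54 to 158 ± 15.0 CPM (SD, n = 3 each), a log2 fold change of 0.70 (standard error 0.11). SLC2A1, which encodes the glucose transporter GLUT1, rose from 432 ± 53.1 to 862 ± 161 CPM (SD, n = 3 each), a log2 fold change of 1.00 (standard error 0.14). LDHA, a lactate dehydrogenase gene, was at 2704 ± 205 and 2891 ± 115 CPM (SD, n = 3 each), a log2 fold change of 0.10 (standard error 0.10, adjusted p = 0.48 from edgeR's quasi-likelihood test).
Of 24 genes of cholesterol and isoprenoid synthesis, 17 were higher and 1 lower, with the same counts when adjusted over the list alone. Their median was 0.67 (camera adjusted p = 2.6e-10, and adjusted p = 0.28 with an estimated correlation). INSIG1, a sterol-regulated ER protein, had a log2 fold change of 2.27 (standard error 0.11), and HMGCS1, an early enzyme of the pathway, of 1.58 (standard error 0.12). The later enzymes MSMO1 and SQLE had 1.39 (standard error 0.13) and 0.86 (standard error 0.10). Of 23 genes of fatty acid and triglyceride synthesis, 12 were higher and 2 lower, or 13 and 3 when adjusted over the list alone. Their median was 0.46 (camera adjusted p = 1.0e-04, and adjusted p = 0.28 with an estimated correlation). ACSS2, an acetyl-CoA synthetase, had 1.75 (standard error 0.12), SCD, a desaturase, 1.25 (standard error 0.12), and the fatty acid synthase gene FASN 1.03 (standard error 0.11). Of 25 genes of the tricarboxylic acid cycle, 9 were higher and 0 lower, with the same counts when adjusted over the list alone. Their median was 0.16 (camera adjusted p = 0.025, and adjusted p = 0.30 with an estimated correlation). The isocitrate dehydrogenase genes IDH1 and IDH2 had 0.75 (standard error 0.10) and 0.80 (standard error 0.11). Of 71 nuclear genes of oxidative phosphorylation, 18 were higher and 3 lower, or 17 and 3 when adjusted over the list alone. Their median was 0.22 (camera adjusted p = 0.0086, and adjusted p = 0.51 with an estimated correlation). The list did not pass with fry (adjusted p = 0.055) or, in camera, with offsets for GC content and transcript length, chosen after seeing the data (median 0.11, adjusted p = 0.15).
In 4 further lists, camera's test passed in the upward direction, and the counts were the same when adjusted over each list alone. Serine, glycine and one-carbon metabolism had 9 of 22 genes higher and 1 lower (camera adjusted p = 0.0095, and adjusted p = 0.30 with an estimated correlation), with the mitochondrial folate enzyme ALDH1L2 at 1.02 (standard error 0.17). Glycogen metabolism had 7 of 17 genes higher and 1 lower (camera adjusted p = 0.0078, and adjusted p = 0.28 with an estimated correlation), with the glycogen phosphorylase PYGL at 0.95 (standard error 0.10). Amino acid metabolism had 9 of 29 genes higher and 0 lower (camera adjusted p = 0.024, and adjusted p = 0.28 with an estimated correlation), with the transaminase GPT2 at 1.37 (standard error 0.13). The pentose phosphate pathway had 3 of 11 genes higher and 0 lower (camera adjusted p = 0.043, and adjusted p = 0.42 with an estimated correlation), with the transketolase TKT at 1.13 (standard error 0.13). The pathway did not pass with limma voom (adjusted p = 0.051), with the offsets for GC content and transcript length (adjusted p = 0.094), without shControl replicate 1 (median 0.16) or without shALKBH5 replicate 1 (median 0.10). Another 4 lists did not pass camera's test. Fatty acid oxidation had 7 of 27 genes higher and 4 lower (camera adjusted p = 0.48, and adjusted p = 0.75 with an estimated correlation), with the peroxisomal enzyme EHHADH at -1.07 (standard error 0.17). Purine and pyrimidine synthesis had 6 of 27 genes higher and 6 lower, or 7 and 6 when adjusted over the list alone (camera adjusted p = 0.85, and adjusted p = 0.87 with an estimated correlation), with UMPS, a pyrimidine enzyme, at -0.77 (standard error 0.14). Amino acid transport had 3 of 16 genes higher and 3 lower (camera adjusted p = 0.65, and adjusted p = 0.75 with an estimated correlation). Hexosamine and nucleotide sugar synthesis had 6 of 20 genes higher and 2 lower (camera adjusted p = 0.22, and adjusted p = 0.45 with an estimated correlation). Except for purine and pyrimidine synthesis, these counts were the same when adjusted over the list alone.
With library size as the only scaling, the median turned negative for fatty acid oxidation (-0.076), the pentose phosphate pathway (-0.040), amino acid metabolism (-0.020) and purine and pyrimidine synthesis (-0.0024), while 18 glycolysis genes were higher and 0 lower. Of the tricarboxylic acid cycle genes, 8 were then higher and 4 lower (median 0.034), and of those of oxidative phosphorylation 11 were higher and 3 lower (median 0.096). Hexosamine and nucleotide sugar synthesis then had 3 genes higher and 3 lower, purine and pyrimidine synthesis 5 and 7, and amino acid transport 1 and 4. The paper's text names neither the samples nor a figure for its GO and GSEA result, which is taken here to rest on the ALKBH5 knockdown libraries. The lists stand in for the GO terms and GSEA gene sets, which were not available and may cover other genes. The odds ratios therefore describe these lists and do not test the paper's statement.

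**Figure D2:**
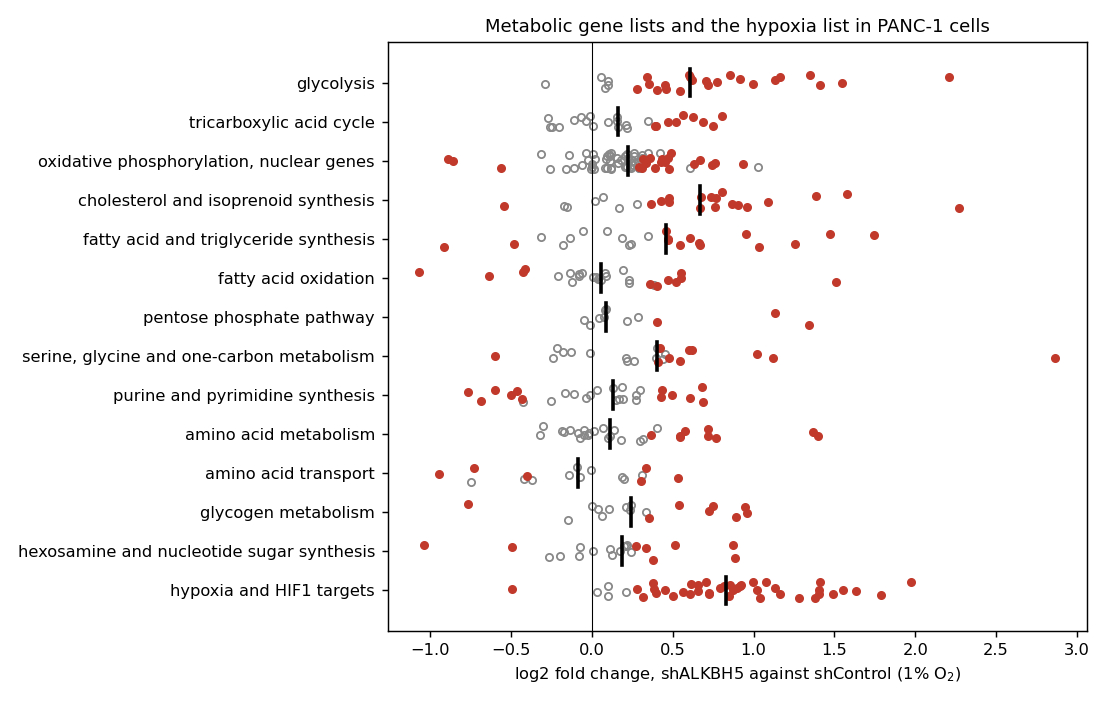
Log2 fold change of shALKBH5 against shControl (horizontal axis) for each tested gene of the 13 metabolic lists and of the hypoxia and HIF1 target list (vertical axis), with filled red points for genes at an adjusted p under 0.05 from edgeR, open points for the others and black bars for the list medians. The hypoxia list has the highest median, 0.83, followed by cholesterol and isoprenoid synthesis at 0.67 and glycolysis at 0.60.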

A series of in vitro experiments showed that hypoxia-induced ALKBH5 can promote glucose consumption, lactate production, and ECAR. MeRIP-seq combined with RNA-seq revealed HDAC4 as a key target gene of m6A modification under hypoxia. The decreased m6A modification of *HDAC4* 3′UTR positively regulated its mRNA stability via binding with YTHDF2. In addition, HDAC4 functioned as an oncogene to maintain hypoxia-induced proliferation, migration and glucose metabolism in pancreatic cancer cells dependent m6A modification.

Transcriptional activation mediated by HIFs is the main pathway of hypoxic adaptation [31, 47]. HIFs are composed of the stable HIF1β subunit and the oxygen-sensitive HIF1/2α subunit [48]. HIF1α is a crucial regulator of oxygen homeostasis and is degraded by the ubiquitin–proteasome pathway [49, 50]. Under hypoxic conditions, HIF1α is stabilized and binds with HIF1β to promote the transcription of downstream gene [51, 52]. Ling et al. found that the stability and transcriptional activity of HIF1α were enhanced by USP22 depended its deubiquitination activity [50]. Consistent with a previous report [9], we detected HDAC4-mediated deacetylation enhanced HIF1α stability under hypoxia. Recently, ALKBH5 was shown to be directly targeted by HIF1α and regulated by HIF2α in breast cancer cells [38]. Our study also confirmed that overexpressing HIF1α promoted ALKBH5 transcription in pancreatic cancer cells. Therefore, we demonstrated a positive feedback loop between ALKBH5, HDAC4 and HIF1α, which contributes to the maintenance of PC glycolysis under hypoxic microenvironment (Fig. 9).

**Fig. 9:**
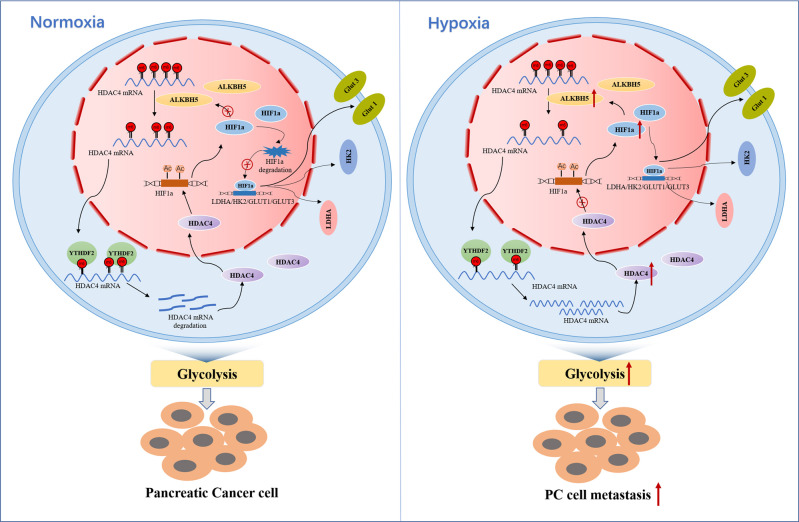
The proposed model of hypoxia-related m6A modification induced pancreatic cancer cell glycolysis and metastasis via the ALKBH5-HDAC4-HIF1α-positive feedback loop. The expression of ALKBH5 was increased under hypoxic conditions which led to increased stability of HDAC4 mRNA via m6A modification and in a YTHDF2 dependent manner. Increased HDAC4 enhanced HIF1a protein stability. And then overexpressed HIF1a promoted transcription of ALKBH5, LDHA, HK2, GLUT1 and GLUT3. Therefore, ALKBH5/HDAC4/HIF1α form a positive feedback loop, which then induces a more glycolytic metabolism and migration of PC cells under hypoxia.

Altogether, our study revealed the mechanism of m6A modification and the ALKBH5/HDAC4/HIF1α positive feedback loop in promoting glycolysis of PC. Based on our findings, the hypoxia-directed treatment maybe a novel therapeutic option for PC patients.

## Materials and methods

### RNA m6A dot blot assay

Poly(A)^+^ mRNA was enriched using GenElute messenger RNA (mRNA) Miniprep Kit (Sigma‐Aldrich). The concentration and purity of RNA were measured by an Agilent Bioanalyzer 2100. Poly(A)^+^ mRNA samples were denatured at 70 °C for 5 min and then diluted equally to 400 ng, 200 ng and 100 ng in equal volumes. After denaturation, equal volume of diluted mRNA was added into a nylon membrane (GE Healthcare). The membranes were cross-linked at 245 nm UV for three times under auto-cross-linking mode (UVP analytik jena, CL-1000M). Then, the membranes were blocked with 5% BSA for 2 h at room temperature and incubated with anti‐m6A antibody (Synaptic System, 202003) overnight at 4 °C. Membranes were washed with PBST for three times. Horseradish peroxidase-conjugated anti-rabbit immunoglobulin G (CST, 7074P2) were diluted 1:5000 and incubated with the membranes for 1 h at room temperature. Membranes were washed with PBST and the signals were detected by standard analysis of HRPO-induced chemiluminescence (ECL, Millipore). The same gradient-diluted Poly(A)^+^ mRNA was also added into the nylon membrane, stained with methylene blue (Solarbio, G1300) for 2 h, and washed with ribonuclease-free water.

### m6A sequencing and m6A-RNA immunoprecipitation assay

MeRIP sequencing was performed by Jiayin Biomedical Technology company (shanghai, China). In brief, total RNAs were isolated from PANC-1 cells exposed to hypoxia or normoxia, and then chemically fragmented into 100 ~ 200 nt. The fragmented RNA was incubated with m6A antibody (milipore) for immunoprecipitation. The enrichment of m6A containing mRNA was sent for high-throughput NGS and validated by quantitative RT–PCR. For NGS, purified RNA fragments from m6A-MeRIP were used for library construction (removing rRNA). Sequencing reads were aligned to the human genome hg38_gencode with STAR program. The m6A modification peaks were identified using software package of MetPeak. Motifs enriched with m6A peaks were identified by MEME. The R software package Guitar was used to calculate the frequency of each sample’s peak at each site in the mRNA transcript region and draw the frequency distribution map. The distribution of peaks in the functional area covered is drawn by R software package ChiIPseeker. Finally, GO and Pathway enrichment analysis of m6A peaks associated genes were carried out.

### Pimonidazole (PIMO) staining assay

2 mg pimonidazole (Hypoxyprobe) was injected intravenously into each tumor-bearing mouse and was left to circulate for 1 h before tumour resection. The obtained tumor tissue was sectioned by LEICA CM1950 (Leica). Staining of tumour sections were performed with a Hypoxyprobe RedAPC Kit (HP8-100) according to manufacturer’s instructions. Specifically, tumour sections were fixed in 4% paraformaldehyde at room temperature for 30 min. After removing fixing solution, the sections were washed 3 times with PBS and then incubated with blocking solution (goat sreum) for 1 h at room temperature. The sections were incubated with primary antibody and PIMO at 4 °C overnight. After wash, sections were incubated with corresponding secondary antibodies for 1 h at room temperature. Finally, sections were incubated with DAPI (Beyotime, China) for 5 min at room temperature, and then mounted with mounting medium containing anti-fluorescence quencher was added to mount the slides. Fluorescent images were captured using a confocal microscope (Zeiss, Germany).

### Glycolysis metabolic measurements

PC cells were seeded on Seahorse XF24 culture cell plates at a concentration of 5.0 × 10^4^ cells per well, and cells were incubated for 24 h under 20% or 1% O_2_. The probe plates were pretreated with 1 ml XF Calibrant in a non-CO_2_ incubator at 37 °C overnight. On the second day, the treatment media were removed and cultured cells were washed twice with assay medium Seahorse XF DMEM Medium (PH = 7.4) which is supplemented with 2 mM glutamine. Before detection, the culture cell plates were incubated for 1 h in a non-CO_2_ incubator at 37 °C. The final concentration of inhibitors and activators are 10 mM glucose, 1 μM Oligomycin, and 50 mM 2-DG. Cells were then assayed with an XFe24 extracellular flux analyzer (Seahorse XFe/XF). All the consumables were purchased from Agilent.

### Statistical analysis

Data were analyzed with GraphPad Prism V9.0 and SPSS V19.0. The significance of differences between groups were assessed using Student’s *t* test or χ^2^ test as appropriate. The results are presented as mean ± standard error of mean (SEM) from three independent experiments. *P* value <0.05 was considered to be statistically significant. More information of the materials and methods is in the Supplementary Materials.

## Supplementary information

Supplementary Materials

## Data Availability

All sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE218546.

## References

[1] Xia T, Wu X, Cao M, Zhang P, Shi G, Zhang J (2019). The RNA m6A methyltransferase METTL3 promotes pancreatic cancer cell proliferation and invasion. Pathol Res Pract.

[2] Li BQ, Liang ZY, Seery S, Liu QF, You L, Zhang TP (2019). WT1 associated protein promotes metastasis and chemo-resistance to gemcitabine by stabilizing Fak mRNA in pancreatic cancer. Cancer Lett.

[3] Gemenetzis G, Groot VP, Blair AB, Laheru DA, Zheng L, Narang AK (2019). Survival in Locally Advanced Pancreatic Cancer After Neoadjuvant Therapy and Surgical Resection. Ann Surg.

[4] Sung H, Ferlay J, Siegel RL, Laversanne M, Soerjomataram I, Jemal A (2021). Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J Clin.

[5] Melchionna R, Iapicca P, Di Modugno F, Trono P, Sperduti I, Fassan M (2016). The pattern of hMENA isoforms is regulated by TGF-beta1 in pancreatic cancer and may predict patient outcome. Oncoimmunology.

[6] Ashour AA, Abdel-Aziz AA, Mansour AM, Alpay SN, Huo L, Ozpolat B (2014). Targeting elongation factor-2 kinase (eEF-2K) induces apoptosis in human pancreatic cancer cells. Apoptosis.

[7] Tan Z, Xu J, Zhang B, Shi S, Yu X, Liang C (2020). Hypoxia: a barricade to conquer the pancreatic cancer. Cell Mol Life Sci.

[8] Jing X, Yang F, Shao C, Wei K, Xie M, Shen H (2019). Role of hypoxia in cancer therapy by regulating the tumor microenvironment. Mol Cancer.

[9] Zhang Y, Ren YJ, Guo LC, Ji C, Hu J, Zhang HH (2017). Nucleus accumbens-associated protein-1 promotes glycolysis and survival of hypoxic tumor cells via the HDAC4-HIF-1alpha axis. Oncogene.

[10] Roma-Rodrigues C, Mendes R, Baptista PV, Fernandes AR (2019). Targeting Tumor Microenvironment for Cancer Therapy. Int J Mol Sci.

[11] Kong F, Kong X, Du Y, Chen Y, Deng X, Zhu J (2017). STK33 Promotes Growth and Progression of Pancreatic Cancer as a Critical Downstream Mediator of HIF1alpha. Cancer Res.

[12] Lee HJ, Jung YH, Oh JY, Choi GE, Chae CW, Kim JS (2019). BICD1 mediates HIF1alpha nuclear translocation in mesenchymal stem cells during hypoxia adaptation. Cell Death Differ.

[13] Gu C, Wang Z, Zhou N, Li G, Kou Y, Luo Y (2019). Mettl14 inhibits bladder TIC self-renewal and bladder tumorigenesis through N(6)-methyladenosine of Notch1. Mol Cancer.

[14] Li Q, Ni Y, Zhang L, Jiang R, Xu J, Yang H (2021). HIF-1alpha-induced expression of m6A reader YTHDF1 drives hypoxia-induced autophagy and malignancy of hepatocellular carcinoma by promoting ATG2A and ATG14 translation. Signal Transduct Target Ther.

[15] Dong F, Qin X, Wang B, Li Q, Hu J, Cheng X (2021). ALKBH5 Facilitates Hypoxia-Induced Paraspeckle Assembly and IL8 Secretion to Generate an Immunosuppressive Tumor Microenvironment. Cancer Res.

[16] Chen Y, Peng C, Chen J, Chen D, Yang B, He B (2019). WTAP facilitates progression of hepatocellular carcinoma via m6A-HuR-dependent epigenetic silencing of ETS1. Mol Cancer.

[17] He L, Li H, Wu A, Peng Y, Shu G, Yin G (2019). Functions of N6-methyladenosine and its role in cancer. Mol Cancer.

[18] Lobo J, Costa AL, Cantante M, Guimaraes R, Lopes P, Antunes L (2019). m(6)A RNA modification and its writer/reader VIRMA/YTHDF3 in testicular germ cell tumors: a role in seminoma phenotype maintenance. J Transl Med.

[19] Fu Y, Zhuang X (2020). m(6)A-binding YTHDF proteins promote stress granule formation. Nat Chem Biol.

[20] Taketo K, Konno M, Asai A, Koseki J, Toratani M, Satoh T (2018). The epitranscriptome m6A writer METTL3 promotes chemo- and radioresistance in pancreatic cancer cells. Int J Oncol.

[21] Oerum S, Meynier V, Catala M, Tisne C (2021). A comprehensive review of m6A/m6Am RNA methyltransferase structures. Nucleic Acids Res.

[22] Geng H, Harvey CT, Pittsenbarger J, Liu Q, Beer TM, Xue C (2011). HDAC4 protein regulates HIF1alpha protein lysine acetylation and cancer cell response to hypoxia. J Biol Chem.

[23] Thalhammer A, Bencokova Z, Poole R, Loenarz C, Adam J, O’Flaherty L (2011). Human AlkB homologue 5 is a nuclear 2-oxoglutarate dependent oxygenase and a direct target of hypoxia-inducible factor 1alpha (HIF-1alpha). PLoS One.

[24] Lan Q, Liu PY, Bell JL, Wang JY, Huttelmaier S, Zhang XD (2021). The Emerging Roles of RNA m(6)A Methylation and Demethylation as Critical Regulators of Tumorigenesis, Drug Sensitivity, and Resistance. Cancer Res.

[25] Mao Y, Dong L, Liu XM, Guo J, Ma H, Shen B (2019). m(6)A in mRNA coding regions promotes translation via the RNA helicase-containing YTHDC2. Nat Commun.

[26] Liu J, Dou X, Chen C, Chen C, Liu C, Xu MM (2020). N (6)-methyladenosine of chromosome-associated regulatory RNA regulates chromatin state and transcription. Science.

[27] Yu J, She Y, Yang L, Zhuang M, Han P, Liu J (2021). The m(6) A Readers YTHDF1 and YTHDF2 Synergistically Control Cerebellar Parallel Fiber Growth by Regulating Local Translation of the Key Wnt5a Signaling Components in Axons. Adv Sci (Weinh).

[28] Wang X, Zhao BS, Roundtree IA, Lu Z, Han D, Ma H (2015). N(6)-methyladenosine Modulates Messenger RNA Translation Efficiency. Cell.

[29] Wang X, Lu Z, Gomez A, Hon GC, Yue Y, Han D (2014). N6-methyladenosine-dependent regulation of messenger RNA stability. Nature.

[30] Huang H, Weng H, Sun W, Qin X, Shi H, Wu H (2018). Recognition of RNA N(6)-methyladenosine by IGF2BP proteins enhances mRNA stability and translation. Nat Cell Biol.

[31] Wang YJ, Yang B, Lai Q, Shi JF, Peng JY, Zhang Y (2021). Reprogramming of m(6)A epitranscriptome is crucial for shaping of transcriptome and proteome in response to hypoxia. RNA Biol.

[32] Aghdassi A, Sendler M, Guenther A, Mayerle J, Behn CO, Heidecke CD (2012). Recruitment of histone deacetylases HDAC1 and HDAC2 by the transcriptional repressor ZEB1 downregulates E-cadherin expression in pancreatic cancer. Gut.

[33] Edderkaoui M, Chheda C, Soufi B, Zayou F, Hu RW, Ramanujan VK (2018). An Inhibitor of GSK3B and HDACs Kills Pancreatic Cancer Cells and Slows Pancreatic Tumor Growth and Metastasis in Mice. Gastroenterology.

[34] Yang J, Chheda C, Lim A, Hauptschein D, Zayou L, Tang J (2022). HDAC4 Mediates Smoking-Induced Pancreatic Cancer Metastasis. Pancreas.

[35] Giaginis C, Damaskos C, Koutsounas I, Zizi-Serbetzoglou A, Tsoukalas N, Patsouris E (2015). Histone deacetylase (HDAC)-1, -2, -4 and -6 expression in human pancreatic adenocarcinoma: associations with clinicopathological parameters, tumor proliferative capacity and patients’ survival. BMC Gastroenterol.

[36] Zhang X, Qi Z, Yin H, Yang G (2019). Interaction between p53 and Ras signaling controls cisplatin resistance via HDAC4- and HIF-1alpha-mediated regulation of apoptosis and autophagy. Theranostics.

[37] Xia X, Lemieux ME, Li W, Carroll JS, Brown M, Liu XS (2009). Integrative analysis of HIF binding and transactivation reveals its role in maintaining histone methylation homeostasis. Proc Natl Acad Sci USA.

[38] Zhang C, Samanta D, Lu H, Bullen JW, Zhang H, Chen I (2016). Hypoxia induces the breast cancer stem cell phenotype by HIF-dependent and ALKBH5-mediated m(6)A-demethylation of NANOG mRNA. Proc Natl Acad Sci USA.

[39] Hou J, Zhang H, Liu J, Zhao Z, Wang J, Lu Z (2019). YTHDF2 reduction fuels inflammation and vascular abnormalization in hepatocellular carcinoma. Mol Cancer.

[40] Wang Q, Chen C, Ding Q, Zhao Y, Wang Z, Chen J (2020). METTL3-mediated m(6)A modification of HDGF mRNA promotes gastric cancer progression and has prognostic significance. Gut.

[41] Pate KT, Stringari C, Sprowl-Tanio S, Wang K, TeSlaa T, Hoverter NP (2014). Wnt signaling directs a metabolic program of glycolysis and angiogenesis in colon cancer. EMBO J.

[42] Pavlova NN, Thompson CB (2016). The Emerging Hallmarks of Cancer Metabolism. Cell Metab.

[43] Ganapathy-Kanniappan S, Geschwind JF (2013). Tumor glycolysis as a target for cancer therapy: progress and prospects. Mol Cancer.

[44] Lin Z, Niu Y, Wan A, Chen D, Liang H, Chen X (2020). RNA m(6) A methylation regulates sorafenib resistance in liver cancer through FOXO3-mediated autophagy. EMBO J.

[45] Jiang X, Liu B, Nie Z, Duan L, Xiong Q, Jin Z (2021). The role of m6A modification in the biological functions and diseases. Signal Transduct Target Ther.

[46] Li Z, Peng Y, Li J, Chen Z, Chen F, Tu J (2020). N(6)-methyladenosine regulates glycolysis of cancer cells through PDK4. Nat Commun.

[47] Semenza GL (2012). Hypoxia-inducible factors in physiology and medicine. Cell.

[48] Keith B, Johnson RS, Simon MC (2011). HIF1alpha and HIF2alpha: sibling rivalry in hypoxic tumour growth and progression. Nat Rev Cancer.

[49] Tiwari A, Tashiro K, Dixit A, Soni A, Vogel K, Hall B (2020). Loss of HIF1A From Pancreatic Cancer Cells Increases Expression of PPP1R1B and Degradation of p53 to Promote Invasion and Metastasis. Gastroenterology.

[50] Ling S, Shan Q, Zhan Q, Ye Q, Liu P, Xu S (2020). USP22 promotes hypoxia-induced hepatocellular carcinoma stemness by a HIF1alpha/USP22 positive feedback loop upon TP53 inactivation. Gut.

[51] Lisy K, Peet DJ (2008). Turn me on: regulating HIF transcriptional activity. Cell Death Differ.

[52] Stegen S, Laperre K, Eelen G, Rinaldi G, Fraisl P, Torrekens S (2019). HIF-1alpha metabolically controls collagen synthesis and modification in chondrocytes. Nature.

# Supplementary material for: m6A methylation regulates hypoxia-induced pancreatic cancer glycolytic metabolism through ALKBH5-HDAC4-HIF1α positive feedback loop
**Source:** Oncogene. 2023 May 6;42(25):2047–60. doi: 10.1038/s41388-023-02704-8
**Supplement:** Supplementary file 1 — Supplementary Materials

**Supplementary Information**

**Supplementary Materials and Methods**

**m6A quantification**

Total m6A mRNA levels were measured by ELISA assay using the EpiQuik m6A RNA Methylation Quantification kit (Epigentek, Farmingdale, NY, USA). Measurements were performed according to the manufacturer’s instructions. Specifically, 200 ng of purified mRNA was added for the analysis of each sample.

**Cell culture**

Human PC cell lines (PANC-1, Aspc-1 and MIA PaCa-2) were cultured in high-glucose Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 10% fetal bovine serum (BI), 100 mg/mL penicillin G and 100 µg /mL streptomycin (Solarbio, China) at 37°C and 5% CO_2_. Hypoxic-treated cells were cultured in a bis-gas incubator with 1% O_2_ and 5% CO_2_, balanced with N_2_.

**Western blot**

PC cells were harvested and lysed with RIPA lysis buffer (Beyotime, China) containing the protease inhibitor cocktail (Roche, Basel, Switzerland). The protein concentration was determined using the Enhanced BCA Protein Assay Kit (Beyotime). And then proteins were denatured at 100°C for 10min. Protein were loaded on SDS-PAGE and transferred to PVDF membranes (Merck-Millipore, Germany) by an electroblot apparatus. The membranes were blocked with 5% BSA (Solarbio, China) in 1% Tween 20 phosphate-buffered saline (TBST) for 1 h at room temperature and then were incubated with primary antibodies at 4 °C overnight. Then, the membranes were subsequently washed and incubated with secondary antibodies (Cell Signaling Technology) for 1h at room temperature. Finally, the signals were detected by standard analysis of HRPO-induced chemiluminescence. Antibodies used in this study were obtained from Cell Signaling Technology (Boston, USA), Proteintech (Chicago, USA) and Abcam (Cambridge, UK). The antibodies were anti-ALKBH5 (ab195377, Abcam), anti-FTO (31687S, CST), anti-METTL3(96391, CST), anti-METTL14 (51104, CST), anti-WTAP (56501, CST), anti-RBM15(10587-1-AP, Proteintech), anti-N6-methyladenosine (m6A) (ab208577, Abcam), anti-HIF-1α (36169T CST), anti-HDAC7 (33418s, CST), β-Actin (8457, CST), HDAC4(5392T,CST), anti-mouse IgG, HRP-linked Antibody (7076S,CST) and anti-rabbit IgG, HRP-linked Antibody (7074P2,CST).

**Quantitative real-time RT-PCR**

Total RNA was isolated using Trizol reagent according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). Then, the RNA was reversely transcribed using the PrimeScript RT Reagent Kit (Takara, Japan). The resulting cDNA was used as the templates for quantitative real-time PCR analysis using SYBR Premix Ex Taq (Takara) QuantStudio™ 5 Real-Time PCR System (Thermofisher QuantStudio 5). The relative RNA expression levels were analyzed by 2^-ΔΔCt^ method, with the levels normalized to β-Actin expression level. The specific primers are listed in supplementary Table 1.

**Cell proliferation assays**

CCK8 assay was used to evaluate cell proliferation ability. PC cells were seeded at 1,000 cells per well in 96-well plates, and the hypoxic-treated cells were exposed to 1% O_2_ hypoxic environment. Cell number was monitored with Cell Counting Kit-8 (CK04, Dojindo, Japan) at the 48h time points. 10 μl of CCK-8 solution was added into per well and incubated for 2h at 37°C according to the manufacturer’s instructions. The spectrophotometric absorbance at OD450 was determined by the SpectraMax i3X (Molecular Devices, USA).

**Cell migration assays**

For the Transparent PET membrane, 5×10^4^ cells were re-suspended in 200 μl serum-free media and seeded into the upper chamber of transwell with 8-μm pore size chamber inserts (353097, Corning), and 800 μl medium containing 20% FBS was added to the bottom chamber. After 24 h of normoxic or hypoxic culture, migrated cells were fixed with methanol and stained with crystal violet. The images were captured using inversion microscope (Zeiss, Germany). For the Fluoblock membrane, 8×10^4^ cells expressing green fluorescent protein were re-suspended in 200 μl serum-free media and seeded into the upper chamber of transwell with 8-μm pore size chamber inserts (351152, Corning). And then 800 μl medium containing 20% FBS was added to the bottom chamber. After 24 h of normoxic and hypoxic culture, fluorescent images were captured using a confocal microscope (Zeiss, Germany).

**Animal procedures and model**

A number of 5×10^6^ PANC02 cells were resuspended in 100 μl of PBS and subcutaneously injected into the right flank of 6-week old male C57 mice. The mice were euthanized when the tumor length reached about 1.5 cm. Obtained tumor tissue was used for PIMO staining assay.

**Constructs and transfections**

Stable knockdown of ALKBH5 or YTHDF2 in PC cell lines was generated by adenovirus-based shRNA delivery. Specific target shRNAs were subcloned into lentiviral vector pADM-U6-shRNA-mCMV-copGFP (Ji-Nan Weizhen), and a non-target shRNA was used as a negative control. The shRNA sequences employed in this study are listed in supplementary Table 2. The siRNAs targeting HDAC4 or HIF1α were transiently transfected into PC cell lines by using Lipofectamine RNAiMAX (Invitrogen) following manufacturer’s instructions. A non-target siRNA was used as negative control. The siRNA sequences are listed in supplementary Table 2.

**Luciferase reporter assay**

The 3′UTR sequence of HDAC4 was subcloned into the dual-luciferase vector pmirGLO to construct pmiRGLO-WT-3′UTR plasmids. Similarly, the m6A recognition site which is mutagenesis from A to T was subcloned into pmiGLO to construct pmiRGLO- Mut-3′UTR plasmids. PC cells were transfected with the luciferase reporter, pRL-TK Renilla luciferase construct, or ALKBH5 expression vectors in 24-well plate. After transfection for 48 h, the luciferase activities of firefly and Renilla were analyzed with the Dual-Luciferase Assay kit (Promega). The firefly luciferase activity values were normalized to the Renilla luciferase activity values to represent the expression efficiency.

**RNA immunoprecipitation (RIP) assay**

The RIP assay was performed using the Imprint RNA Immunoprecipitation Kit (Millipore, USA) according to the manufacturer’s instructions. Briefly, PC cells were lysed with RIP lysis buffer, and the remaining supernatant was incubated with magnetic beads conjugated with 5 μg anti-YTHDF2 or anti-YTHDC2 at 4 °C for 3–6 h. The anti-lgG was used as negative control. Immunoprecipitated RNA was eluted, purified, and dissolved in RNase-free water, which was further measured through qRT-PCR. The enrichment of a transcript was calculated as the ratio between its amount in IP to that in the input, yielded from same number of cells.

**RNA stability assay**

PC cells were exposed to hypoxia or normoxia, and treated with actinomycin D (MCE) at a concentration of 5 mg/ml. After incubation at the indicated times, cells were collected, and RNA was isolated for RT-qPCR. The half-life (t1/2) of HDAC4 mRNA were calculated using ln2/slope and β-Actin was used for normalization.

**Lactate production assays**

Lactate were measured using glucose assay kit and lactate assay kit (Solarbio, China), respectively. The procedures followed the manufacturer’s protocols. In brief, cells were incubated for 24 h under 20% or 1% O_2_ and then lysed with lysis buffer. The supernatant was collected for the detection of lactate accumulation. The absorbances at 450 nm were recorded using the SpectraMax i3X (Molecular Devices, USA) for lactate production.

**Supplementary Figures**

**
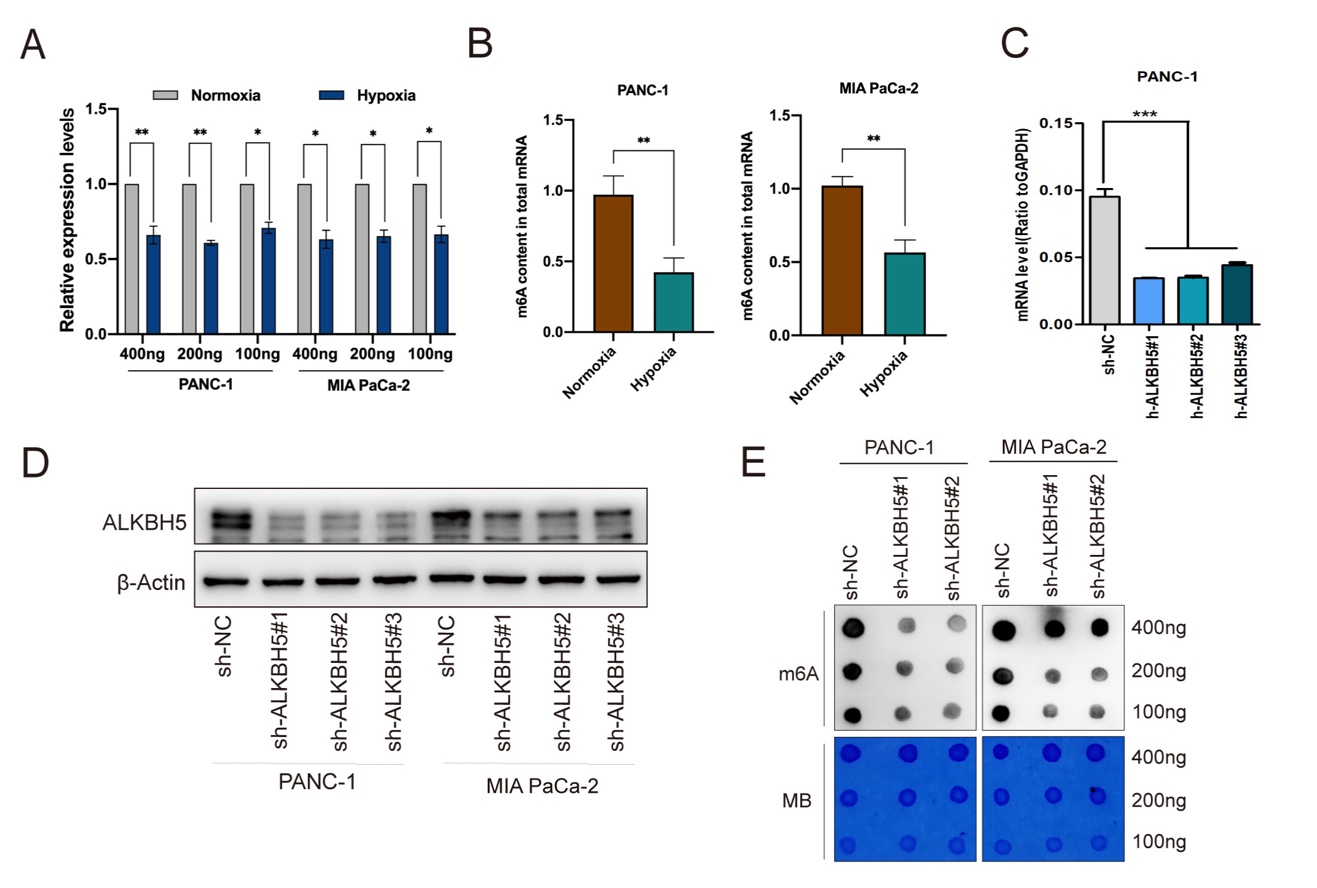
**

**Figure S1.** Hypoxia increased the expression of ALKBH5 and decreased m6A level of total mRNA. (**A**) The spot intensity of Fig1A was quantified using ImageJ software. (**B**) The m6A levels of total RNA in normoxic or hypoxic PC cells were assessed by ELISA assay with an EpiQuik m6A RNA Methylation Quantification kit. (**C**) Real-time PCR verified of ALKBH5 mRNA expression in PC cells transduced with knockdown ALKBH5. (**D**) Western blot assays were used to verify the reduced expression of ALKBH5 in PANC-1 and MIA PaCa-2 cells. (**E**) The m6A levels of mRNA in PC cells cultured under normoxia or hypoxia were normoxia or hypoxia were determined by dot blot assay. n=3 independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001 and ns not significant.

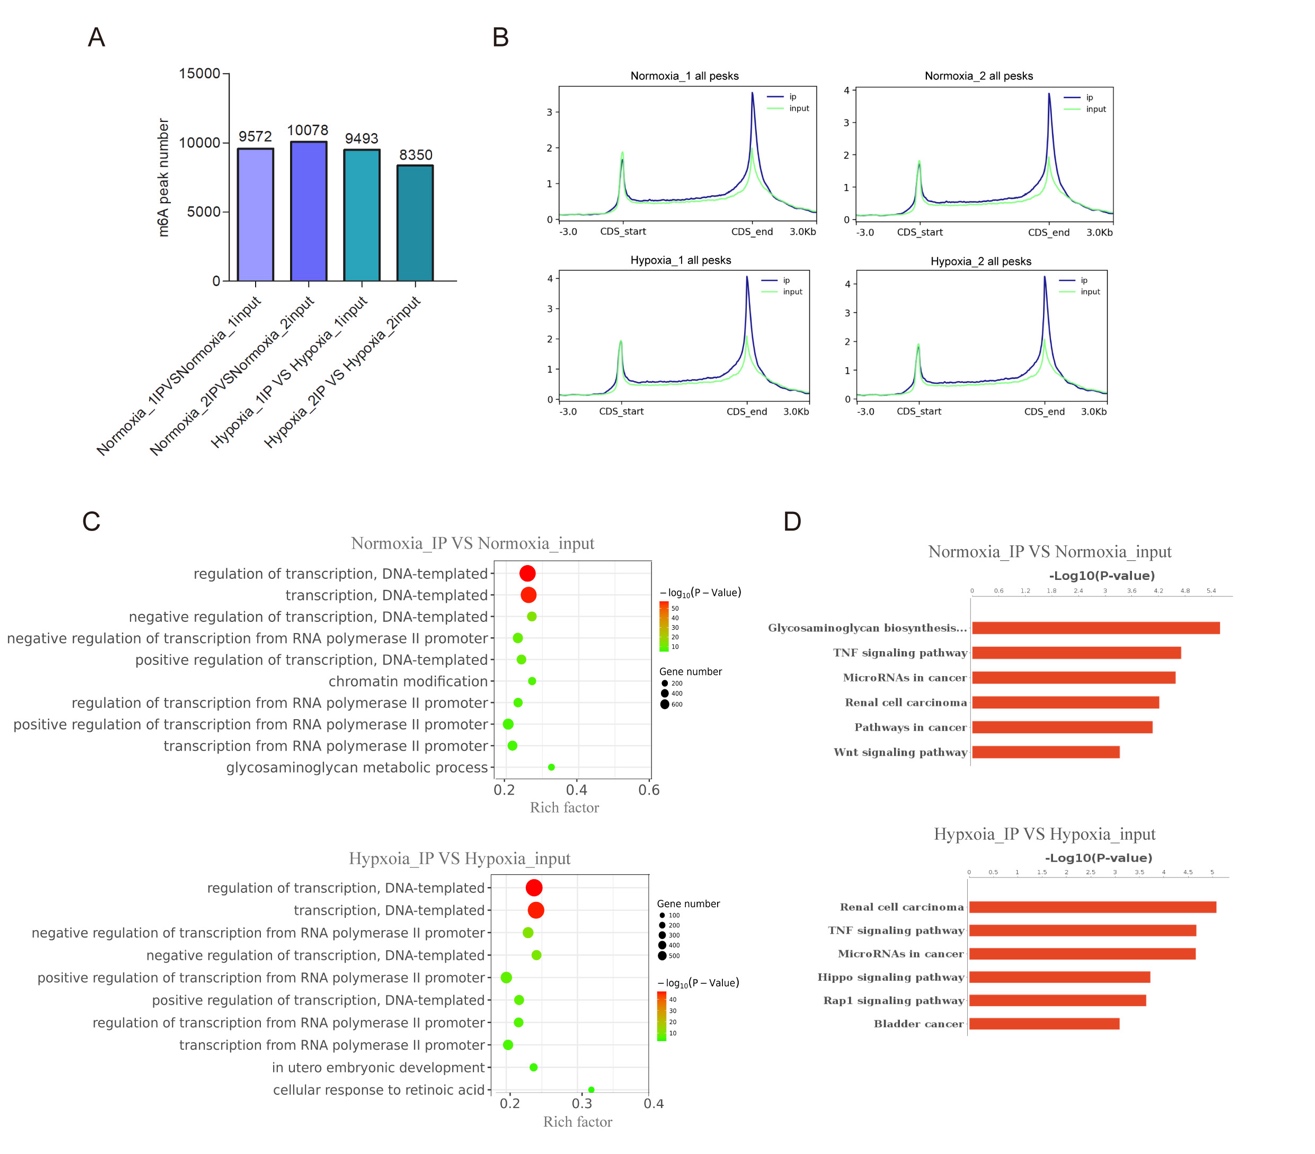

**Figure S2.** Identification of gene expression in m6A-epitranscriptome of PC cells under hypoxia. (**A**) Number of peaks of m6A in MeRIP-seq in response to hypoxia (1% O_2_). (**B**) Curve chart showing the m6A peak distribution in different RNA regions in PANC-1 cells which were cultured under normoxia or hypoxia for 48 h. (**C**) Gene ontology (GO) enrichment analysis of genes with m6A modification under normoxia (20% O_2_) or hypoxia (1% O_2_). (**D**) KEGG pathway analysis of m6A-modified genes under normoxia (20% O_2_) or hypoxia (1% O_2_).

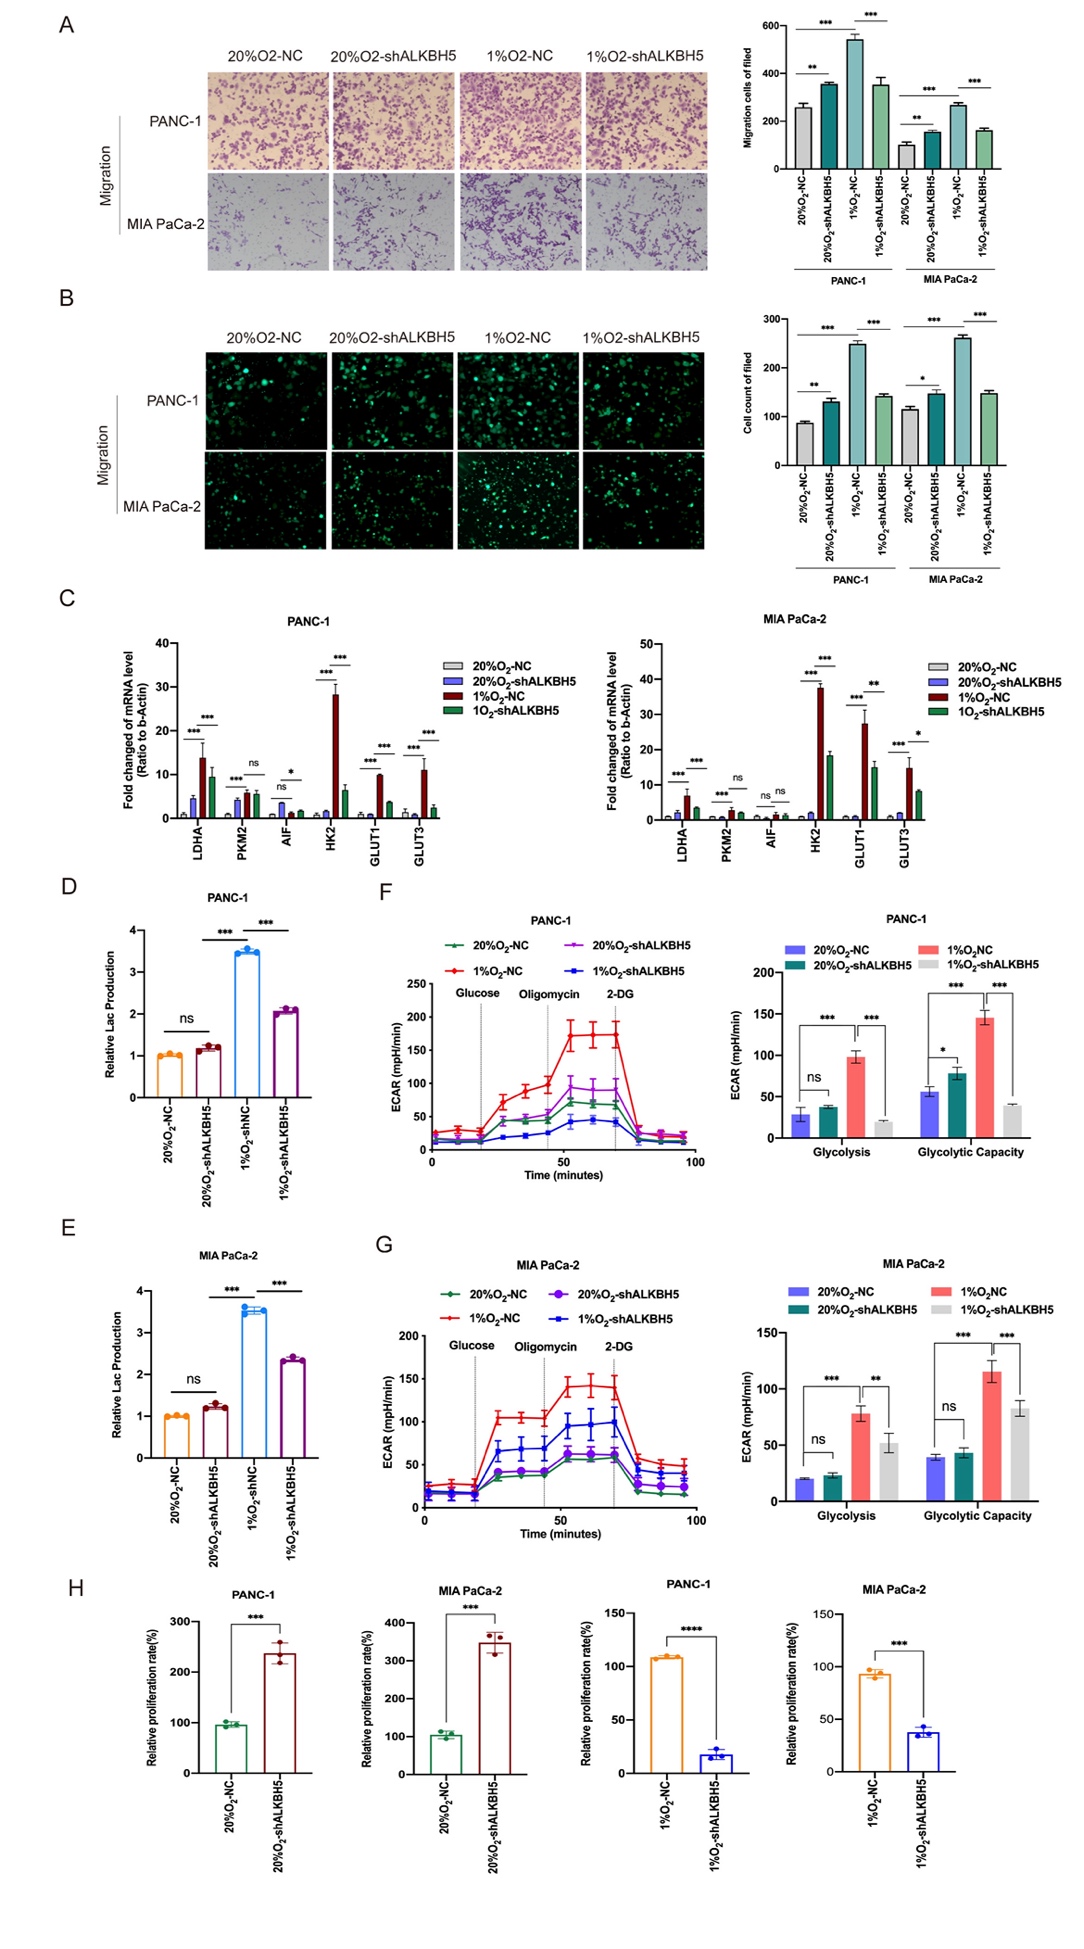

**Figure S3.** ALKBH5 regulated metastasis and glycolysis of PC cells. (**A, B**) Knockdown of ALKBH5 in PC cells exposed to either 20% or 1% O_2_ for 48h. Migration assays using Transparent PET membranes (**A**) and Fluoblock membranes (**B**) showed the migratory capability of PC cells. (**C**) PC cells with NC or ALKBH5 inhibition were incubated under 20% or 1% O_2_ for 48h. qRT-PCR was performed to determine the mRNA expression of glycolysis driver genes (LDHA, PKM2, AF, HK2, GLUT1 and GLUT3). Results were normalized to 1% O_2_-NC (mean ± SEM; n = 3). (**D, E**) Lactate production was measured in ALKBH5-knockdown PC cells incubated under normoxia and hypoxia. (**F, G**) The glycolytic metabolism of ALKBH5-knockdown PC cells was measured by Seahorse XF24 system. Glycolytic variations (**right**) of glycolysis and glycolytic capacity were summarized from raw data. The metabolic inhibitors were injected sequentially at different time points as indicated. n = 3-4 for each treatment group. (**H**) PC cells with NC or ALKBH5 overexpression were incubated under normoxia and hypoxia for 48h. Proliferative activity of PANC-1 and MIA PaCa-2 cells was assessed by CCK8 assay. n = 3 biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001 and ns not significant.

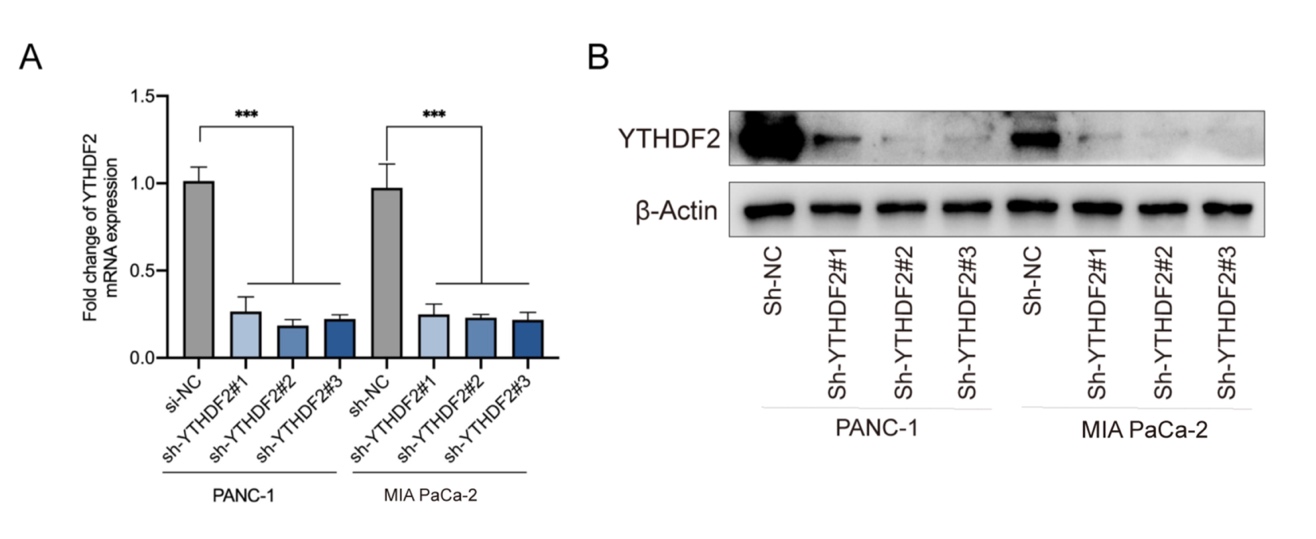

**Figure S4.** Validation of the expression level of ALKBH5 and YTHDF2 in PC cells. (**A**) qRT-PCR analysis of or YTHDF2 mRNA level in PANC-1 and MIA PaCa-2 cells. (**B**) Western blot assays were used to verify the reduced expression of YTHDF2 in PANC-1 and MIA PaCa-2 cells. *P < 0.05, **P < 0.01, ***P < 0.001 and ns not significant.

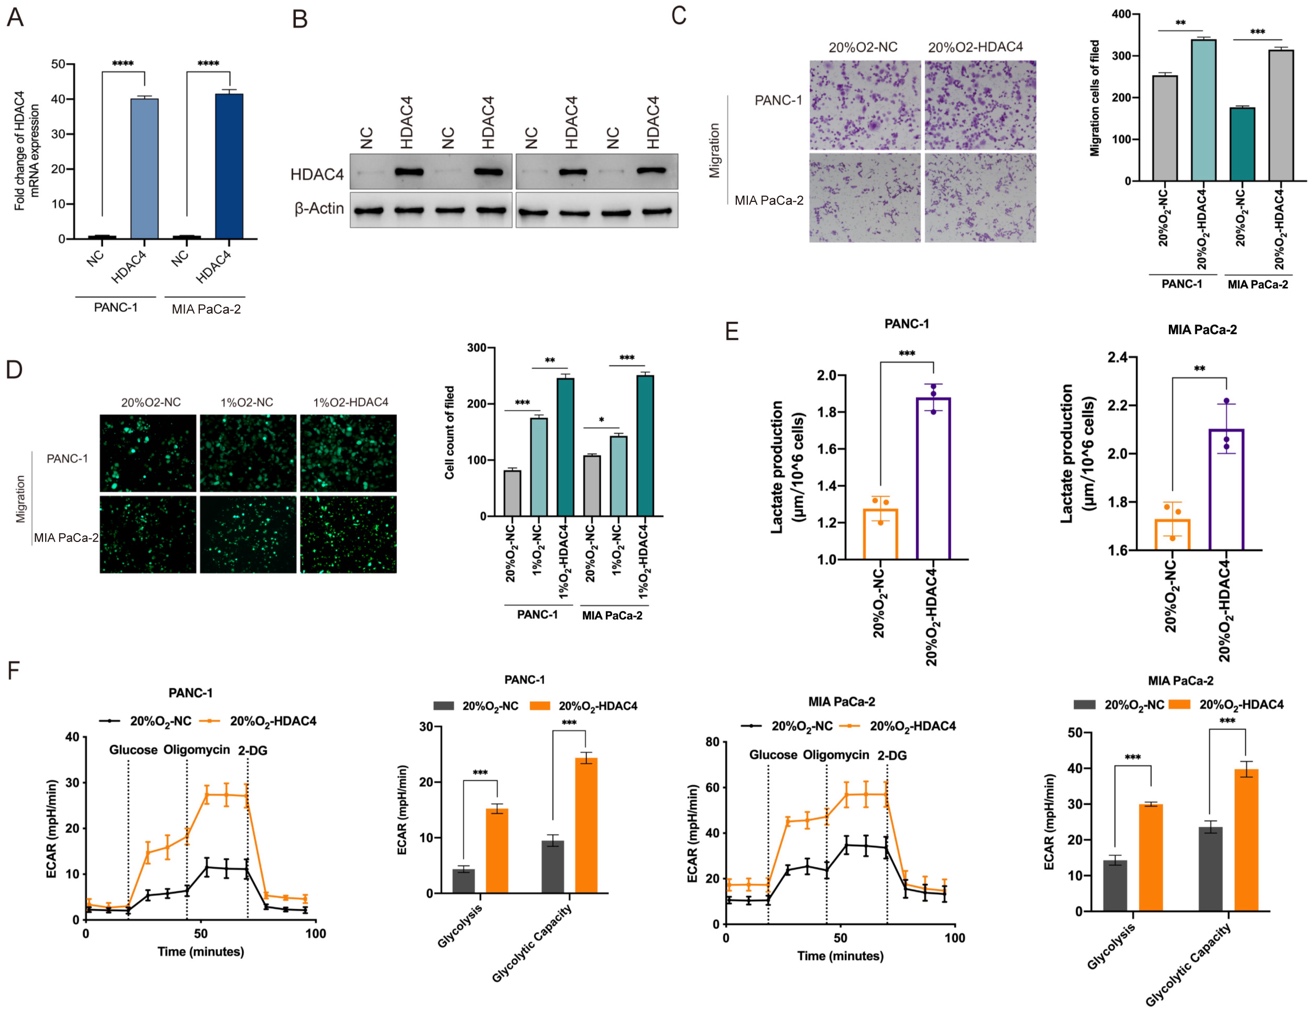

**Figure S5.** The effect of HDAC4 overexpression on glycolytic metabolism and migration. (**A, B**) qRT-PCR and Western blot assays were used to verify the mRNA levels(**A**) and protein levels (**B**) of HDAC4. (**C, D**) The cell migration abilities were investigated by migration assays using the Transparent PET membranes (**C**) and Fluoblock mebmranes (**D**). (**E**) Lactate production was measured in HDAC4-overexpression PANC-1 or MIA PaCa-2 cells. (**F**) The ECAR was measured to determine the glycolytic metabolism of HDAC4-overexpression PANC-1 or MIA PaCa-2 cells. Glycolytic variations of glycolysis and glycolytic capacity were summarized from raw data. The metabolic inhibitors were injected sequentially at different time points as indicated. n = 3-4 for each treatment group. *P < 0.05, **P < 0.01, ***P < 0.001 and ns not significant.

**
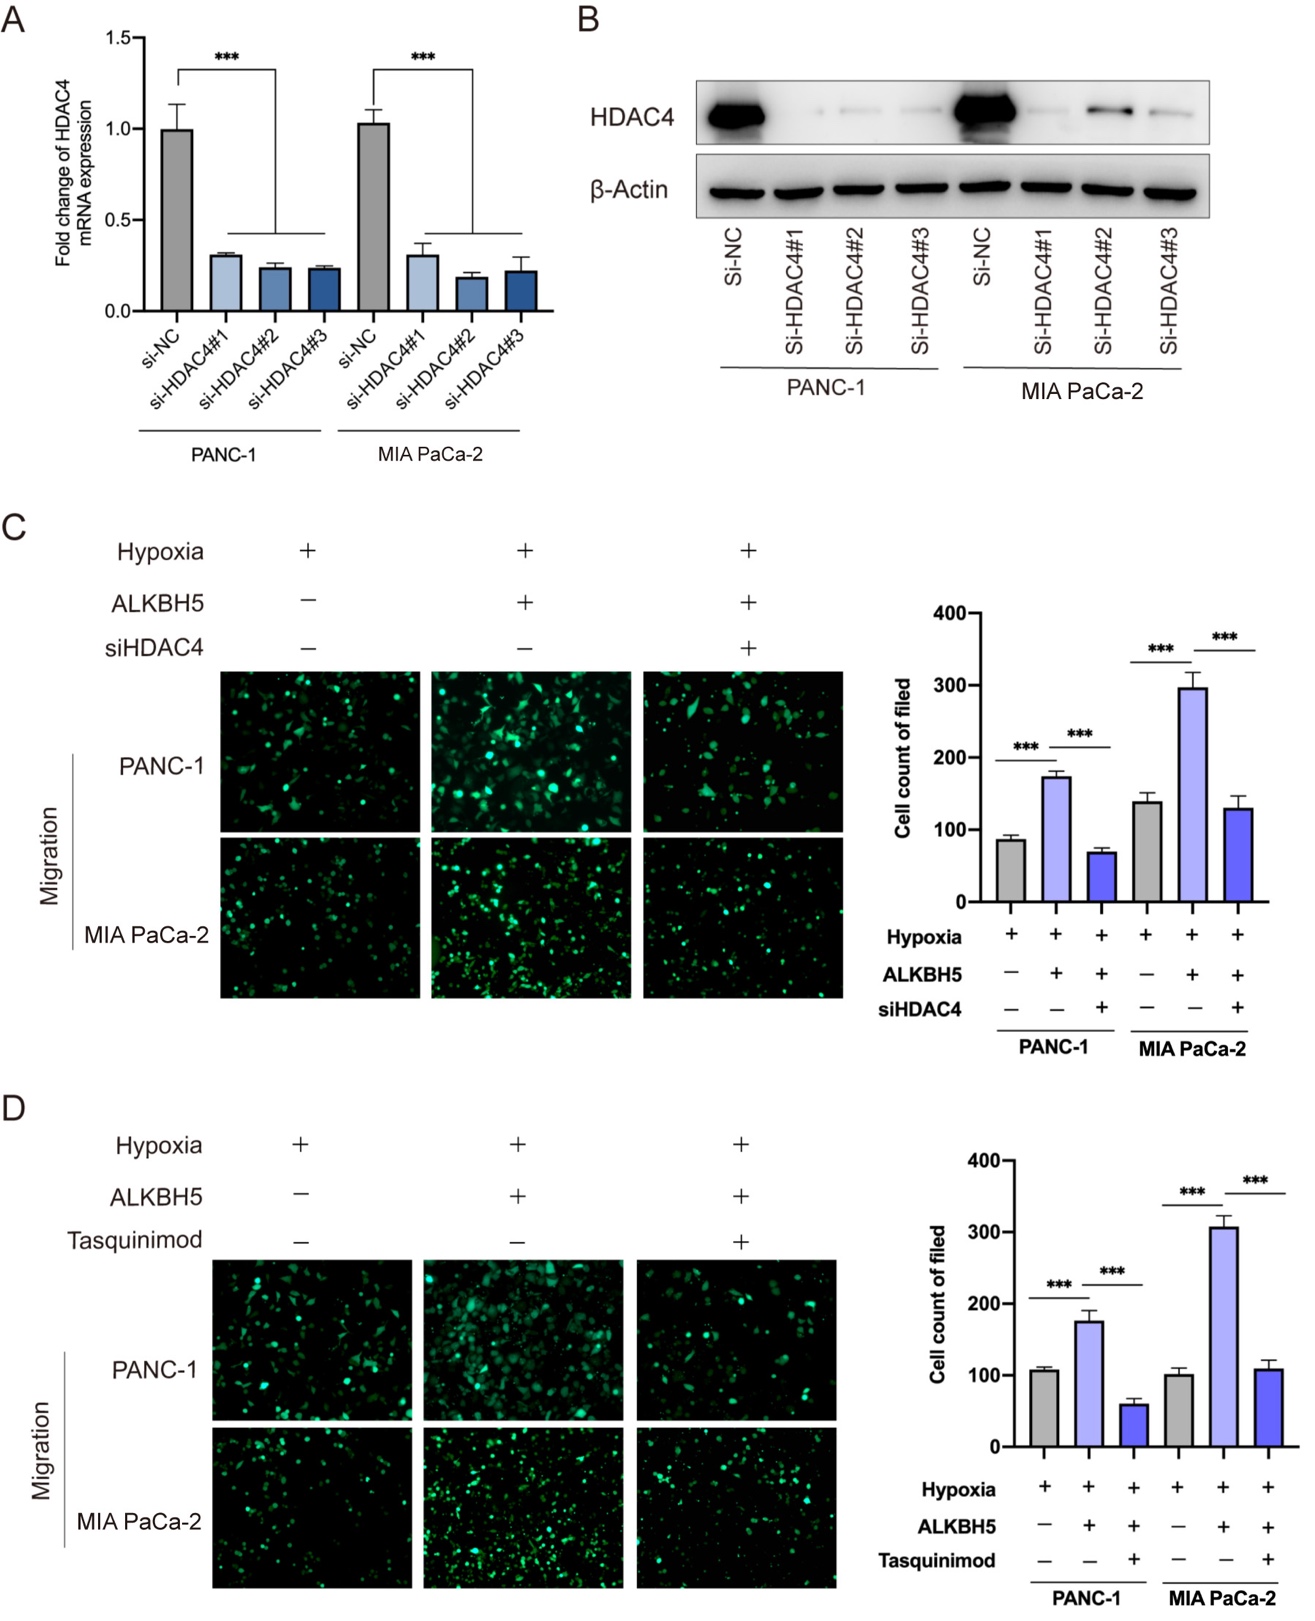
**

**Figure S6.** The effect of HDAC4 interference on migration. (**A, B**) The HDAC4 interference efficiency was verified at the mRNA levels (**A**) and protein levels (**B**) in PC cells by qRT-PCR and western blot assay, respectively. (**C, D**) The cell migration abilities were investigated by migration assays using Fluoblock membranes. *P < 0.05, **P < 0.01, ***P < 0.001 and ns not significant.

**Supplementary** **Table**

**Table S1. Primers information of qPCR experiments**

| Gene names | Sense (5’-3’) | Anti-sense (5’-3’) |
| --- | --- | --- |
| H-METTL3 | TCTGGGGGTATGAACGGGTA | CCTGTCCGAATGATGCGTTG |
| H-METTL14 | GGCAGAAGTTACGGCGACAG | ATTTAACACGGCACCAATGCT |
| H-WTAP | GCAACAACAGCAGGAGTCTG | TCGCTGGGTCTACCATTGTT |
| H-VIRMA | CACGACACAGATGCTGGACT | TCGTGCCATCGTTGGGAAAG |
| H-RBM15B | ACCTGGACCACAGCGTATCT | ATGGGGTTGCGACCAATCAC |
| H-ALKBH5 | GCCGTCATCAACGACTACCA | CGACACCCGAATAGGCTTGA |
| H-FTO | CTGCTCACTCCGGTATCTCG | GACCGTAAAGAGCCTGGTGT |
| H-LDHA | TTGTTGGGGTTGGTGCTGTTG | AAGAGCAAGTTCATCTGCCAAG |
| H-PKM2 | AATCACGCTGGATAACGCCT | TCGGCACCTTTCTGCTTCAC |
| H-AIFM1 | ATCCGTTGGAGTCAGCAGTG | ACCCAGATGTTAGAGCGTGC |
| H-HK2 | GCCCGCCAGAAGACATTAGA | GCTCAGACCTCGCTCCATTT |
| H-GLUT3 | CCGCTGCTACTGGGTTTTAC | ACCGCTGGAGGATCTGCTTA |
| H-ICAM1 | AGGATGGCACTTTCCCACTG | GGAGAGCACATTCACGGTCA |
| H-CITED2 | GCGGCCAGGTTTAACAACTC | TGCTGGTTTGTCCCGTTCAT |
| H-HDAC4 | TCACTCCCTACCTGAGCACC | GGCCTGAAAGATACCAGTCTGT |
| H-HDAC7 | TCCACTGCTCCGAAAGGAGA | CTCGCTGTCATTGGGGGAG |
| H-DEPP1 | CCTCTCCTAGCCTGGATGACT | ACTGAAACGTGCGGTGATGTC |
| H-KLF4 | AATTCGCTGACCCATCCTCC | TGATGTCCGCCAGGTTGAAG |
| H-NYAP1 | CCACCATTGACGGCAACATC | GTAGCCTTGAGACCCCATCG |
| H-GAPDH | AAGAAGGTGGTGAAGCAGG | AGGTGGAGGAGTGGGTGTCG |
| H-β-actin | CACCATTGGCAATGAGCGGTTC | AGGTCTTTGCGGATGTCCACGT |

| Gene names | Sense (5’-3’) |
| --- | --- |
| shALKBH5#1 | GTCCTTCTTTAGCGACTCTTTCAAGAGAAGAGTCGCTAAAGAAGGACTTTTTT |
| shALKBH5#2 | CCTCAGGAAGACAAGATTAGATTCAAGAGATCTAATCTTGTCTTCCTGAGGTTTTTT |
| shALKBH5#3 | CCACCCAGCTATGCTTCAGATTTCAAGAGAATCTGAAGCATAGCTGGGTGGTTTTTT |
| shYTHDF2#1 | GAACGTCAAGGTCGTGGGAAA |
| shYTHDF2#2 | ACACATTCGCCTAGAGAACAA |
| shYTHDF2#3 | CCACAGGCAAGGCCCAATAAT |
| siHDAC4#1 | CCAGGCUAAAGCAGAAAGUTT ACUUUCUGCUUUAGCCUGGTT |
| siHDAC4#2 | CCAGCACAGAAGUGAAGAUTT AUCUUCACUUCUGUGCUGGTT |
| siHDAC4#3 | GUGGGUUUCAACGUCAACATT UGUUGACGUUGAAACCCACTT |
| siHIF1α#1 | GUUGCCACUUCCACAUAAUTT AUUAUGUGGAAGUGGCAACTT |
| siHIF1α#2 | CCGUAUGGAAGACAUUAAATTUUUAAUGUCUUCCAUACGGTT |
| siHIF1α#3 | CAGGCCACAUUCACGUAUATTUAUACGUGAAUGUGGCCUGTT |

**Table S2. shRNA and siRNA sequence information**

How the deposited data were processed for this re-analysis (not part of the article)

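The data are RNA-seq counts from PANC-1 cells kept under 1% O_2_ for 48 h, 3 libraries with a control shRNA (shControl) and 3 with an shRNA against ALKBH5 (shALKBH5). The counts were deposited by the authors as 1 table of HTSeq counts per gene symbol with 1 column per library, not normalized. The submitters' notes name Trimmomatic, FastQC, STAR, HTSeq, DESeq2 and the build hg38, with no versions, settings or annotation release. The paper's text names STAR and the same build for the MeRIP-seq reads. Libraries were prepared with a NEBNext Ultra kit; whether the counting was strand-specific is not given. The MeRIP-seq and normoxic samples of the paper are not part of the deposited table, so nothing was computed for them, nor for qRT-PCR or protein measurements. The paper takes a p under 0.05 as significant throughout, naming no adjustment and no fold limit for the knockdown comparison; the fold and p limits it gives for hypoxia against normoxia were run as an alternative.

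The table holds 19932 genes, all with a symbol in GENCODE 29, of which 4059 had 0 counts in all 6 libraries. Coordinates, transcript lengths and GC content were taken from GENCODE 29 on GRCh38. Depth is the total count per library, given with the description of the libraries. Replicates of a group differed by more than the sampling noise, with a chi-square per degree of freedom of 5.02 to 25.8 between libraries of the same group, so that no library was a copy of another. Of the controls, shControl replicate 1 stood apart, at 25.8 and 22.2 from replicates 2 and 3, which were at 5.80 from each other. Pairs of shALKBH5 libraries were at 5.02 to 12.7. Without shControl replicate 1, 5087 genes changed, in place of 4426. The biological coefficient of variation was 11.7%. The first principal component held 66.9% of the variance and separated the groups. On the second, with 15.2%, shControl replicate 1 lay at 21.5, and shControl replicates 2 and 3 at -16.6 and -9.10. The shALKBH5 replicates 1, 2 and 3 lay at -13.6, 4.44 and 13.3, so both groups were spread along it. What this component reflects was not tested.

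Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with a minimum count of 10, TMM scaling, and the quasi-likelihood F test of shALKBH5 against shControl over 11868 genes. A gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05, with no fold limit. CPM values use TMM library sizes and are given with the SD over 3 libraries. Log2 fold changes are shALKBH5 minus shControl. Their standard error is derived from the test, as the size of the log2 fold change divided by the square root of the F statistic. Tested on simulated counts with the same depth and spread over 11790 genes, this test recovered 93% of genes changed 2-fold and called 13 unchanged genes. DESeq2 1.42.0 recovered 90% of the former. The simulation changed 100 genes by a log2 fold change of 1 and 100 by 2, as many up as down. The data had far more changed genes, many of them by less, so it does not measure the scaling or the recovery of smaller changes.

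Before the data were examined, 32 gene lists were written by hand, 13 of them metabolic. Lists with at least 3 tested genes (30 lists) were compared with all other genes by camera of limma 3.58.1, two-sided, with a preset inter-gene correlation of 0.01, and adjusted over these lists; the endothelial list and the acinar and endocrine list had 0 tested genes. The share of metabolic genes among lower and higher genes was compared with all other tested genes by Fisher's exact test. Lists of YAP targets, immediate-early genes, clock genes and ZNF genes were added after seeing the data and adjusted among themselves. Named genes are every gene the paper names for these experiments, the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 1 CPM and groups that do not overlap, and up to 4 members with the smallest p of each list described. Genes named outside this rule were chosen after their values were seen and are marked so.

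The alternatives set before the data were examined were DESeq2's size factors, library size as the only scaling, DESeq2, limma voom, no filter on low counts, at least 1 CPM in 3 libraries, the replicate number as a block, a limit of 2-fold at an adjusted or unadjusted p under 0.05, leaving out each library in turn, and for gene lists an estimated correlation and fry. Offsets for GC content and transcript length (natural splines with 4 degrees of freedom in each library) thinning of all libraries to the smallest total, and an unadjusted p under 0.05 with no fold limit were added after seeing the data, as were tests of the later lists without their members among the 10 largest falls and rises.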

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

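The tests of swapped labels and of culture state, the YAP list with and without CTGF and the zinc finger list, the correction for GC content and transcript length and the thinning of libraries were chosen after the result was seen.

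In several gene lists, genes that the paper does not name were higher after ALKBH5 knockdown than in the shControl libraries. Of 41 tested hypoxia and HIF1 target genes that the paper does not name, 37 were higher. Of 23 tested p53 targets, 5 were higher (of all 11868 tested genes, 2131 were), or 5 when adjusted over the list alone, with GDF15 at 2.55 (standard error 0.13), BBC3 at 1.71 (standard error 0.25) and CCNG1 at 1.08 (standard error 0.14); 1 was lower, TIGAR, named after its value was seen, and 0 when adjusted over the list alone (median 0.18, camera adjusted p = 0.033, and adjusted p = 0.28 with an estimated correlation); the list did not pass with limma voom (adjusted p = 0.10), its median was 0.082 without shALKBH5 replicate 1, and with library size as the only scaling 4 were higher and 4 lower (median 0.048). Of 24 tested genes of the unfolded protein and ATF4 response, 12 were higher and 0 lower, or 13 and 0 when adjusted over the list alone, with the stress transcription factor DDIT3 at 1.39 (standard error 0.13) and PPP1R15A at 1.29 (standard error 0.19); the median was 0.33 (camera adjusted p = 1.5e-04, and adjusted p = 0.30 with an estimated correlation). Of 67 tested cytosolic ribosomal protein genes, 33 were higher and 1 lower, or 38 and 1 when adjusted over the list alone, with RPLP0 at 0.60 (standard error 0.11) and RPS12 at 0.58 (standard error 0.11); the median was 0.33 (camera adjusted p = 2.2e-06, and adjusted p = 0.47 with an estimated correlation). RPS9 was counted at only 1.03 to 1.04 CPM in shControl and 2.79 to 4.66 CPM in shALKBH5 libraries. Whether reads of this list were lost in the counting was not tested. Of 9 tested replication-dependent histone genes, 3 were higher and 0 lower, also when adjusted over the list alone, with HIST2H2BE at 1.31 (standard error 0.17); the median was 0.26 (camera adjusted p = 0.043, and adjusted p = 0.29 with an estimated correlation), and the list did not pass with DESeq2 (adjusted p = 0.066), limma voom (adjusted p = 0.051), no filter on low counts (adjusted p = 0.050) or offsets for GC content and length (median 0.18, adjusted p = 0.25), nor without shControl replicate 1 (median 0.25) or shALKBH5 replicate 3 (median 0.25). With library size as the only scaling, 10 of the unfolded protein and ATF4 genes were higher and 2 lower, and 22 of the ribosomal protein genes were higher and 1 lower. With offsets for GC content and length, these counts were 16 and 3 for the former and 37 and 1 for the latter.

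A first pattern is the rise of hypoxia and glycolysis genes after ALKBH5 knockdown. Of the 44 hypoxia genes, 34 were higher with library size as the only scaling, against 39, and their median was 0.92 after correction for GC content and transcript length, from 0.83. These values argue against scaling or these trends as the whole cause. In libraries thinned to equal depth, 39 were higher. Thinning leaves each gene's expected share of its library unchanged, so this count shows only that the calls did not need the extra reads. Swapped group labels are argued against by ALKBH5 itself, which was lower in the shALKBH5 library in 9 of 9 pairs of libraries. A difference in culture state, such as cell density, cannot be told apart from the knockdown: the YAP target signature, which follows density, had a median of -0.20, within the bound of -0.3 set for its test, yet 8 of its 21 genes were lower and 0 higher, also when adjusted over the list alone (camera adjusted p = 1.8e-05, and adjusted p = 0.033 with an estimated correlation). Past that bound lay the median with library size as the only scaling (-0.33, 13 lower, where the median of all genes moves by -0.13), while with GC content and length offsets 11 were lower and 2 higher (-0.21), and without CTGF, seen before the list was written, the median was -0.20 (camera adjusted p = 0.0025, and adjusted p = 0.098 with an estimated correlation). An effect of ALKBH5 loss stays open as a hypothesis, as do effects of the shRNA on other genes, which were not tested.

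A second pattern is that ribosomal protein genes were more often higher than lower while zinc finger genes were more often lower than higher, with 104 of 418 ZNF genes lower (of all 11868 tested genes, 2295 were) and 50 higher, or 103 and 50 when adjusted over the list alone (median -0.14, camera adjusted p = 0.041, and adjusted p = 0.55 with an estimated correlation). The medians of both lists differed by 0.47 on the log2 scale. After correction for GC content and transcript length the difference was 0.32, or 68.5% of its size (58.4% to 79.7% when single libraries were left out), and in thinned libraries it was 0.46. The corrected difference argues against GC content and transcript length as the whole cause. Thinning leaves each gene's expected share of its library unchanged, so the thinned value cannot decide whether depth played a part. The zinc finger median alone went from -0.14 to -0.073 with the correction for GC content and length (80 higher, 110 lower), so that GC content and length stay open for that part. It was -0.27 with library size as the only scaling (33 higher, 122 lower), where the median of all genes moves by -0.13. The knockdown and differences in culture state stay open for this pattern, as neither was tested on it.

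The real split of the libraries gave 4426 changed genes, and the highest of the other splits gave 0. Each other split mixes shControl and shALKBH5 libraries on both sides, which turns the group difference into spread within groups. The 0 is therefore no measure of false calls. Of the 10 splits, 1 gave as many, the real one, and 10 splits are too few for a share under 0.05.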

How the results depend on the processing

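The GC content and transcript length offsets and the thinning were chosen after the result was seen. The cause was not tested for the changes below, except that a fold limit leaves fewer genes by construction. Across the alternatives of scaling, test, filter and left-out libraries, ALKBH5 and CITED2 stayed lower and past the threshold, and the odds ratio of metabolic genes among lower genes was 0.29 to 0.42 (0.15 with a limit of 2-fold). At an unadjusted p under 0.05 with no fold limit, also chosen after the result was seen, 5543 genes changed and the odds ratio was 0.28. With a limit of 2-fold, 835 genes changed (448 lower, 387 higher) at an adjusted p under 0.05 and 864 (463 lower, 401 higher) at an unadjusted p under 0.05; 0 candidate genes were lower at either. With library size only, 2 candidates were lower, as HDAC4 passed (-0.38, adjusted p = 0.028), and LDHA (-0.031), PKM (-0.046) and AIFM1 (-0.047), none of them past the threshold, changed sign. With GC content and length offsets, 2 candidates were lower, as HDAC4 passed (-0.23, adjusted p = 0.039), and WTAP had 0.077; thinned to equal depth it had 0.022. Over all alternatives, the adjusted p of HDAC4 from edgeR, DESeq2 or voom was 0.028 to 0.47. HDAC7 was at 0.00068 with DESeq2's size factors and 0.00069 with DESeq2. With an estimated correlation, 0 of 30 gene lists passed camera (16 with the preset one, 20 with fry, which left out oxidative phosphorylation and added the hexosamine, m6A, TNF, immune and fibroblast lists), the glycolysis (median 0.60) and hypoxia (0.83) lists included. At an unadjusted p under 0.05, 4 lists passed with the estimated correlation, among them the hypoxia list. The m6A list that fry added includes ALKBH5, the target of the shRNA.

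Without 1 library at a time, 3116 to 5087 genes changed, ALKBH5 was at -0.78 to -0.61, HDAC4 at -0.35 to -0.14 without passing, and 14 to 17 lists passed. The signs that turned were those of HDAC7 (-0.090 to 0.026), PKM (-0.0010 to 0.16), AIFM1 (-0.011 to 0.16), WTAP (-0.054 to 0.014) and the medians of the candidate list (-0.090 to 0.026) and the ductal list (-0.42 to 0.060), and those of the histone deacetylase, epithelial-mesenchymal transition, TNF and interferon lists, none past the threshold. With the replicate number as a block, 3195 genes changed (1632 lower, 1563 higher). With each group's mean log CPM subtracted per gene, same-numbered libraries correlated at -0.36, -0.08 and -0.11 across genes, so the numbers show no pairing. On the same measure, differently numbered libraries of the groups ranged from -0.32 to 0.36, so a factor shared under other numbers is not excluded. Of 2190 values of named genes under all alternatives, 2138 kept their direction and side of the threshold, 25 lost and 11 gained a call, and 16 changed sign; of 510 for gene lists, 470, 29, 8 and 3 by the direction of camera or fry. The medians of the lists turned more often, 26 times of 510 in 11 lists, of which amino acid metabolism and the pentose phosphate pathway, both with library size only, had passed camera. SLC2A3 (5 to 16 counts per library) lay below the filter on low counts, and at this depth its standard error with no filter was 0.53. YTHDC1 is listed at 0 in every library, and NDUFS1, NDUFS3 and NDUFA3 have 1 count each over all libraries; the cause was not tested.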

Differences from the paper's values

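The offsets for GC content and transcript length were chosen after the result was seen. The paper's values for glycolysis genes are qRT-PCR means (± SEM, n = 3) of other samples of the same cell line and condition, given here as the ratio of the ALKBH5 knockdown bar to the control bar at 1% O_2_. They are set beside the ratio of RNA-seq CPM from the fit. The paper normalized its qRT-PCR levels to β-Actin, while the RNA-seq ratios are scaled over all genes. How much of the differences below comes from this was not tested.

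For LDHA the paper's ratio is about 0.68 in Fig. S3C, read by eye, and the RNA-seq ratio was 1.07; with library size as the only scaling it was 0.98, within 1.5 times the paper's, and under the other alternatives set before the data were examined it was not. Reading the bars to 0.2 axis units leaves the paper's LDHA ratio between about 0.65 and about 0.70 in Fig. S3C, read by eye. At the upper end, the ratios without shControl replicate 3 (1.03), shALKBH5 replicate 1 (1.05) or shALKBH5 replicate 3 (1.05) were within 1.5 times it too. For HK2 the paper's ratio is about 0.23 in Fig. S3C, read by eye, and the RNA-seq ratio was 1.63. For GLUT1 (SLC2A1) the paper's ratio is about 0.38 in Fig. S3C, read by eye, and the RNA-seq ratio was 1.99. For HK2 and GLUT1, every alternative set before the data were examined still differed (1.5 to 1.7 and 1.8 to 2.2). The ratio of AIFM1 (1.06) was within 1.5 times the paper's, as read, in every setting; the paper's PKM2 is an isoform, which counts per gene cannot match. The paper also shows GLUT3 (SLC2A3) lower after knockdown; its counts were 8, 5 and 12 in shControl and 16, 14 and 7 in shALKBH5 libraries, below the filter on low counts. With no such filter its log2 fold change was 1.11 (standard error 0.53, adjusted p = 0.11 from edgeR's test).

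The paper selects 7 candidate genes as down-regulated upon ALKBH5 knockdown, taking a p under 0.05 as significant throughout and naming no fold limit or adjustment for that comparison; 1 of these, CITED2, was lower at an adjusted p under 0.05, as at an unadjusted p under 0.05 with no fold limit, chosen after seeing the values. With library size as the only scaling 2 were lower, HDAC4 and CITED2, and with a limit of 2-fold at an adjusted or unadjusted p it was 0. Every alternative set before the data were examined differed from the paper's 7. With the offsets for GC content and transcript length, chosen after seeing the values, HDAC4 and CITED2 were lower, which drops 0 of the candidates that were lower before. The mean log2 fold change of HDAC4 (-0.25) and KLF4 (-0.15) also lay below 0 without passing the test, and NYAP1 (1.02) and DEPP1 (0.32) were higher.

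The paper states that genes lowered by loss of ALKBH5 were enriched for terms reflecting cellular metabolic processes. Its text does not name the samples behind that statement, which is set here beside the knockdown libraries as an assumption. Over the 13 metabolic lists, 22 of 333 genes were lower and 127 higher, and the odds ratio of being lower was 0.29. These lists were written by hand and are not the paper's terms, which may cover other genes. The odds ratio therefore describes the lists and does not test the paper's statement. In 2 of the lists as many genes fell as rose, and in 0 did more genes fall; with library size as the only scaling, more genes fell than rose in purine and pyrimidine synthesis (7 and 5) and in amino acid transport (4 and 1). The paper's model places ALKBH5 upstream of HIF1α and of its transcription of glycolysis genes. Its evidence includes HIF1α protein stability, lactate production and ECAR, which these libraries do not measure. At the RNA level, 39 of 44 hypoxia and HIF1 targets and 22 of 27 glycolysis genes in the hand-written lists were higher after knockdown. Neither list passed camera with an estimated correlation (adjusted p = 0.28 for each), a setting in which 0 of 30 lists passed. Both passed camera with the preset correlation. They also passed fry, which does not compare a list with other genes (fry adjusted p = 0.0023 for hypoxia and 0.0055 for glycolysis). A difference in culture state could not be told apart from the knockdown. ALKBH5 itself was lower (-0.66), in the direction the paper shows.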

Other observations

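The clock, immediate-early and YAP lists were tested, and the offsets for GC content and transcript length chosen, after the result was seen. The list of circadian clock genes was written after PER1 and DBP were seen among the largest rises. Without these, 9 of 14 tested clock genes were higher and 0 lower, also when adjusted over the list alone (median 0.41, camera adjusted p = 0.0014, and adjusted p = 0.12 with an estimated correlation). With library size as the only scaling, 7 of all 16 were higher and 2 lower, in place of 11 and 0. Among the clock genes, NR1D1, a clock repressor, had a log2 fold change of 2.39 (standard error 0.16) and CIART of 1.37 (standard error 0.17). Of the YAP targets, AMOTL2, an angiomotin, had -2.14 (standard error 0.11) and CYR61, a matricellular protein, -0.96 (standard error 0.11). Immediate-early and MAPK feedback genes went both ways, with 8 of 25 higher and 11 lower, or 8 and 12 when adjusted over the list alone (camera adjusted p = 0.85, and adjusted p = 0.94 with an estimated correlation). EGR1 had -1.79 (standard error 0.16) and MYC 1.35 (standard error 0.14). EGR2 was counted 32, 37 and 38 times in the shControl libraries and 0, 0 and 3 times in the shALKBH5 libraries.

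Among 21 tested m6A writers, erasers and readers, 2 were higher and 5 lower, also when adjusted over the list alone (camera adjusted p = 0.50, and adjusted p = 0.57 with an estimated correlation). Of all 11868 tested genes, 2131 were higher and 2295 lower. The lower genes of the list include ALKBH5 itself, the target of the shRNA (-0.66). With library size only, 2 genes of the list were higher and 8 lower, and with GC content and length offsets 4 and 7. The writer component RBM15 rose from 20.3 ± 2.54 to 53.1 ± 2.00 CPM (SD, n = 3 each), a log2 fold change of 1.39 (standard error 0.13). METTL14, the partner of METTL3, had -0.65 (standard error 0.17), the reader YTHDF2 -0.59 (standard error 0.10) and the eraser FTO -0.56 (standard error 0.11). METTL3 (-0.18, adjusted p = 0.29), WTAP (-0.01, adjusted p = 0.93) and YTHDC2 (-0.38, adjusted p = 0.058, all from edgeR's quasi-likelihood test) did not pass, although YTHDC2 did with library size only (-0.50, adjusted p = 0.024), with no filter on low counts (-0.39, adjusted p = 0.026), with offsets for GC content and length (-0.28, adjusted p = 0.012), without shControl replicate 2 (-0.45, adjusted p = 0.031) and without shALKBH5 replicate 3 (-0.49, adjusted p = 0.036); YTHDC1 is listed at 0 in every library. HIF1A had 0.26 (standard error 0.13, adjusted p = 0.14), and it passed edgeR's test without shControl replicate 1 (0.45, adjusted p = 0.0012) and with those offsets (0.43, adjusted p = 7.8e-05). Of 16 histone deacetylases, 3 were higher and 3 lower, or 4 and 3 when adjusted over the list alone (camera adjusted p = 0.67, and adjusted p = 0.76 with an estimated correlation), with HDAC5, of the class of HDAC4, at 0.93 (standard error 0.15), HDAC3 at 0.69 (standard error 0.10) and SIRT1 at -0.62 (standard error 0.14). With library size only, 2 deacetylases were higher and 4 lower, and with the offsets 4 and 5. PDK4, a pyruvate dehydrogenase kinase, had 0.81 (standard error 0.20). As a list, the 7 candidate genes had a median of -0.01 (0.00068 with DESeq2's size factors) and a mean of 0.10, of opposite signs (camera adjusted p = 0.86, and adjusted p = 0.93 with an estimated correlation).

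Of 30 genes of epithelial-mesenchymal transition and migration, 8 were higher and 7 lower, or 9 and 8 when adjusted over the list alone (camera adjusted p = 0.53, and adjusted p = 0.87 with an estimated correlation); with library size only, 6 were higher and 8 lower. The epithelial cadherin CDH1 had 0.96 (standard error 0.11), the integrin ITGA5 0.95 (standard error 0.12), the laminin chain LAMA3 1.33 (standard error 0.18) and the matrix protein SPARC -1.09 (standard error 0.11). Of 17 TNF and NF-kB targets, 2 were higher and 8 lower, or 3 and 8 when adjusted over the list alone; the median was 0.11 and the mean -0.30, and camera's direction was down (adjusted p = 0.11, and adjusted p = 0.47 with an estimated correlation), as was the median with library size only (-0.016), without shControl replicate 1 (-0.038) and without shALKBH5 replicate 1 (-0.022). With GC content and length offsets, 5 of the 17 TNF and NF-kB targets were higher and 8 lower. The chemokine CCL2 had -1.61 (standard error 0.11) and the superoxide dismutase SOD2 1.18 (standard error 0.12). Of 24 interferon response genes, 3 were higher and 5 lower, also when adjusted over the list alone (camera adjusted p = 0.85, and adjusted p = 0.87 with an estimated correlation). With library size only, 1 was higher and 6 lower, and with GC content and length offsets 7 were higher and 6 lower. Of 13 mitochondrially encoded genes, 4 were higher and 6 lower, or 4 and 7 when adjusted over the list alone (camera adjusted p = 0.38, and adjusted p = 0.81 with an estimated correlation), from -1.08 (standard error 0.12) for MT-CYB to 0.68 (standard error 0.11) for MT-ND4.

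Of the cell type markers, 3 of 9 ductal and epithelial genes were higher and 3 lower, also when adjusted over the list alone (camera adjusted p = 0.80, and adjusted p = 0.91 with an estimated correlation), with the keratins KRT8 at -1.02 (standard error 0.14) and KRT18 at -0.88 (standard error 0.13) and the claudin CLDN4 at 0.79 (standard error 0.13). Of 4 tested immune cell markers 2 were higher and 1 lower (CD68 at 1.54, CD14 at 1.07 and ITGAM at -1.16; camera adjusted p = 0.062, and adjusted p = 0.45 with an estimated correlation), and of 6 fibroblast and stellate cell markers 0 were higher and 2 lower (COL1A1 at -0.93 and THY1 at -0.64; camera adjusted p = 0.38, and adjusted p = 0.51 with an estimated correlation), both also when adjusted over the list alone. The immune list passed camera with library size only (median 0.67), without shControl replicate 3 (median 1.03) and without shALKBH5 replicate 2 (median 0.94). CD14 lost its call without shALKBH5 replicate 1 (0.74), ITGAM with limma voom (-1.04, adjusted p = 0.055), with the replicate number as a block (-1.11, adjusted p = 0.050) and without shControl replicate 3 or any shALKBH5 replicate (-1.23 to -0.82), and THY1 in thinned libraries (-0.57, adjusted p = 0.055 from edgeR) and without any 1 library other than shControl replicate 1 (-0.69 to -0.53). No endothelial, acinar or endocrine marker had enough counts to be tested.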
